# Asymmetry and redundancy of STAT5 paralogs across CD8^+^ T cell differentiation states

**DOI:** 10.1038/s42003-026-09999-9

**Published:** 2026-04-04

**Authors:** Svetlana Ristin, Molly Dalzell, Christopher Armstrong, Nisa Ilsin, Antonio M. Fontanella, Luis Nivelo, Lothar Hennighausen, John J. O’Shea, Alejandro V. Villarino

**Keywords:** Signal transduction, CD8-positive T cells

## Abstract

Fostering STAT5 signaling is key to immunotherapies that leverage CD8^+^ T cell biology. Using mouse models, we demonstrate that the two mammalian STAT5 paralogs, STAT5A and STAT5B, are at once redundant and functionally distinct in CD8^+^ T cells. Thus, they are *asymmetric paralogs*, exhibiting both widespread homology at molecular level and functional asymmetry at cellular level, with STAT5B emerging as dominant. For mechanisms, we determined that STAT5B is twice as abundant, accounting for two-thirds of the total STAT5 pool, and present evidence that it also has distinct, paralog-specific properties. We also defined cytokine- and cell state-restricted STAT5B functions and devised a core signature that spotlights key downstream properties and serves as bioinformatic probe. Together, these studies affirm the centrality of STAT5 in CD8^+^ T cells, reveal common and circumscribed activities for STAT5A and STAT5B, and present a unifying model that foregrounds both redundancy and asymmetry.

## Abstract (web summary)

Mouse models are used to distinguish unique and redundant functions of STAT5 paralogs in cytotoxic T cells.

## Introduction

STAT5 is a signal-dependent transcription factor that mediates key cellular pathways in immune cells, ranging from universal, pan-lineage processes like glucose metabolism and apoptosis, to specialized, lineage-specific processes like cytokine production and cytotoxicity^1–6^. STAT5 has been most extensively studied in lymphocytes, especially T cells, where it exerts numerous pro- and anti-inflammatory functions. Examples of the former include its ability to promote CD8^+^ and NK cell cytotoxicity^7–10^, and its ability to promote IFN-*γ* production across the lymphoid compartment^2,3,10–12^. Examples of the latter include its ability to marshal CD4^+^ regulatory T cells (Treg) and to suppress Th17- and follicular helper-type (Tfh) T cell responses^13–21^. Genetic studies illustrate both the importance of STAT5 and its dual pro- and anti-inflammatory nature. Complete germline ablation in mice results in severe lymphopenia and anemia leading to perinatal death, and the few animals that survive beyond one month eventually develop lethal, systematic autoimmunity^22–25^. Partial germline STAT5 deficiency also manifests a paradoxical combination of lymphopenia and autoimmunity, only less severe, and, in mice, pathology is localized mainly to kidneys^26–30^.

STAT5 is unique among STAT family members in that it is a collective of two proteins, STAT5A and STAT5B. Thus, the mammalian genome has 4 total *STAT5* alleles encoded by two adjacent loci, *STAT5A* and *STAT5B*, resulting from an evolutionarily recent duplication event^31,32^. Given this recent divergence, STAT5A and STAT5B are ~95% homologous at the protein level, which has led to persistent questions about whether they are redundant or functionally distinct. Arguments are compelling on both sides. First, genome-wide distribution studies have established that they mostly co-localize and, in turn, regulate many of the same genes^7,33,34^. Second, in a qualitative sense, STAT5A and STAT5B deficiencies impact the immune system in similar ways. For instance, both result in diminished NK, Treg, and CD8^+^ T cells^7,30,33,35^. However, they are not similar in a quantitative sense. Immunological phenotypes are more pronounced in mice lacking *Stat5b* than those lacking *Stat5a*, and most dramatic in mice lacking both *Stat5a* and *Stat5b*, which suggests cooperation and/or STAT5B-specific functions. For instance, *Stat5b*-deficient mice have far greater reductions in steady state lymphocytes, particularly Innate Lymphoid Cells (ILCs), and far greater defects in cytokine-driven T cell responses^7,22,30,33,35–37^.

In humans, germline loss-of-function *STAT5B* mutations result in severe immunological dysfunction, including sharply reduced and/or defective NK, Treg, and CD8^+^ T cell compartments. Analogous *STAT5A* mutations have yet to be reported^26–29^. Also, somatic mutations of *STAT5B* are far more common in T cell cancers than *STAT5A* mutations and, when tested head-to-head, appear more pathogenic^38–40^. Thus, functional asymmetry between STAT5 paralogs factors across human diseases and, as in mice, STAT5B appears dominant over STAT5A. However, it is important to note that, while less potent, gain-of-function STAT5A mutants are still capable of invoking T cell malignancy^9,38,40^. Furthermore, *Stat5a* deficiency is more impactful than *Stat5b* deficiency in some cell types, including mammary epithelium^41–44^, hematopoietic stem cells^45^, and B cells^46^, and both STAT5A and STAT5B are required for optimal tetramerization and elaboration of downstream transcriptional programs^7,47,48^. Thus, while it may not substitute for STAT5B, STAT5A does matter for overall STAT5 function and likely becomes more relevant in settings where STAT5 activity spikes.

STAT5 is activated downstream of many cytokines and growth factors, but, in lymphocytes, is most associated with cytokines operating through the common *γ* chain (*γ*c) receptor and the Janus kinase, JAK3^2,49^. Members of this family include IL-2, IL-4, IL-7, IL-9, IL-15, and IL-21. Each employs a dedicated co-receptor subunit that pairs with *γ*c to enable both ligand-specificity and a shared ability to activate STAT5. Downstream of *γ*c and JAK3, STAT5 is required for development and homeostasis of multiple lymphoid lineages, most notably T and NK cells^5,25,50^, and directly instructs key genes involved with lymphocyte differentiation, including *IgK* in B cells^51,52^, *RUNX3*, a transcription factor necessary for bifurcation of the CD4^+^ and CD8^+^ T cell lineages^50^, and FOXP3, the “master” transcription factor of CD4^+^ regulatory T cells (Treg)^15,20,21^. Another important feature is its ability to drive terminal differentiation, the process by which lymphocytes make irreversible fate decisions that enable effector functions. This capacity is clearly evident in CD8^+^ T cells, where STAT5 promotes cytotoxicity and memory formation/maintenance while subverting “exhaustion”, a dysfunctional state which curtails the effector program^8,9^.

The central role of STAT5 in lymphocyte biology has motivated research on upstream cytokines as therapeutic agents. In fact, recombinant IL-2 was the first immuno-therapy^53^ and numerous trials are ongoing for this and other STAT5-activating cytokines in settings of cancer and autoimmune disease, including recent efforts to: (1) engineer upstream cytokines for “better” or lineage-selective STAT5 activities, (2) combine upstream cytokines with “checkpoint” inhibitors, and (3) incorporate STAT5 signaling payloads in Chimeric Antigen Receptor T cell constructs^54–58^. Using a genetic model, we addressed the evergreen question of whether STAT5A and STAT5B are redundant or functionally distinct, focusing on CD8^+^ T cells, principal mediators of many immunotherapies. We conclude that they are *asymmetric paralogs*, exhibiting both functional homology at the molecular level and asymmetry at the cellular level. We also identify cytokine-, lineage-, and state-restricted STAT5 functions, and a core STAT5 signature that reflects emblematic STAT5-regulated pathways, such as carbon metabolism and apoptosis. Together, these findings affirm the centrality of STAT5 in CD8^+^ T cells, reveal context-specific STAT5 activities, and establish a unifying model for functional disparity between STAT5 paralogs.

## Results

### STAT5 depletion markedly impacts the CD8^+^ T cell compartment

To study the relationship between STAT5 paralogs, we generated a series of germline knockout (KO) mice with diminishing STAT5 alleles, starting with four and dwindling to one (Fig. 1A)^30,35,42^. Hereafter, we refer to each strain according to the alleles that were deleted, save for 4 allele mice, which are “wild type” (WT; *Stat5a*^*+/+*^ *Stat5b*^*+/+*^). Thus, AAB mice retain one allele of STAT5B (*Stat5a*^−/^^−^ *Stat5b*^*+/−*^), while BBA mice retain one allele of STAT5A (*Stat5a*^*+/−*^ *Stat5b*^*−/−*^). We previously used this approach to study CD4^+^ helper T cells and found that STAT5 deficiency strongly impacted both effector and regulatory functions, with STAT5B emerging as dominant^30^. Importantly, we used the term “dominant” (as we do now) to indicate that STAT5B has a greater relative impact and not as used in genetics, where it refers to a “dominant” allele that overrides effects of a “recessive” allele. During the course of those studies, we also noted that, unlike CD4^+^ T cells, CD8^+^ T cells were depleted in spleens, lymph nodes, and bone marrow^30^, resulting in sharply skewed CD4/CD8 ratios (Fig. 1B–E). This phenotype was more pronounced in strains lacking STAT5B than those lacking STAT5A and most dramatic in those with only one STAT5A allele (BBA), suggesting a gene dose effect. Thus, CD8^+^ T cells appear acutely sensitive to reductions in STAT5 and more dependent on STAT5B than STAT5A.

**Fig. 1:**
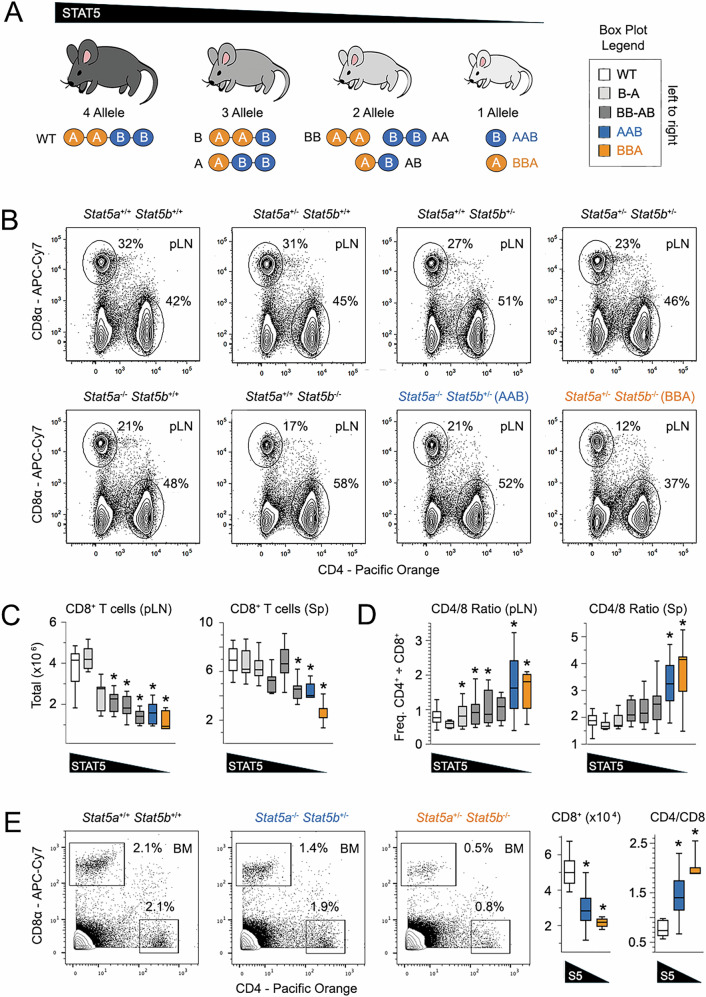
STAT5 deficiency markedly impacts the CD8^+^ T cell compartment. **A** Cartoon depicts mouse models used in this study. The 8 genotypes are grouped based on total STAT5 alleles, ranging from 4 to 1, and named according to alleles that are deleted. AAB (*Stat5a*^*−/−*^ *Stat5b*^*+/−*^) and BBA (*Stat5a*^*+/−*^ *Stat5b*^*−/−*^) mice are always colored blue and orange, respectively. Mouse line drawing originally published by the Public Library of Science and used here in accordance with the Wikimedia Creative Commons Attribution 2.5 Generic license. **B** Flow cytometry contour plots show surface CD4 and CD8α proteins in pLN. Box plots compile cytometry-based **C** CD8^+^ T cell counts and **D** CD4/CD8 ratios from pLN and spleens. **E** Flow cytometry contour plots show surface CD4 and CD8α on lymphocytes from bone marrow. Box plots compile CD8^+^ T cell counts and CD4/CD8 ratios. All ex vivo studies included at least 4 biological replicates per group assayed over at least 3 experiments. Replicate counts and statistical tests for all experiments detailed in Supplementary Data 6.

To determine if the observed phenotypes are T cell intrinsic, we generated mixed chimeras using bone marrow from WT and AAB or BBA donors. A 1:5 ratio of WT to KO donors was used because we expected that WT donors would have a strong competitive advantage. Indeed, despite this consideration, splenic CD8^+^ T cell ratios were strongly skewed towards WT donors, with the WT/BBA mix trending to greater shifts (Fig. 2A–C). By contrast, splenic CD4^+^ T cells had donor ratios closer to 1:1, suggesting that they are less reliant on STAT5. To complement these studies, we also analyzed mice lacking both STAT5A and STAT5B selectively in T cells and found that the CD8 compartment was conspicuously depleted in primary lymphoid organs, resulting in sharply skewed CD4/CD8 ratios (Fig. 2D). The same was not true of CD4^+^ T cells, which were largely unchanged (Fig. S1A, B). Together, these data affirm that CD8^+^ T cells are more impacted by STAT5 deficiency than CD4^+^ T cells and, crucially, that the CD4/CD8 skewing seen in our STAT5 allele mice likely reflects T cell intrinsic functions. However, it remains true that STAT5 signaling is globally depressed and that several (if not all) of these mouse lines have some level of chronic, baseline inflammation^30^, so we must also acknowledge that cell-extrinsic “knock-on” effects likely contribute to the observed CD8^+^ T cell phenotypes.

**Fig. 2:**
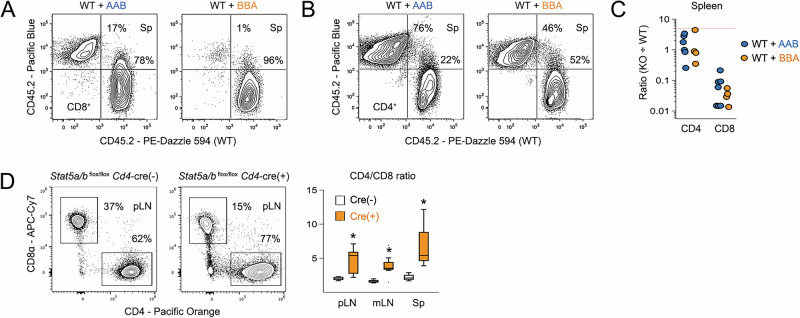
T cell intrinsic requirement for STAT5. Flow cytometry contour plots show representative **A** CD8^+^ and **B** CD4^+^ T cell engraftment in spleens of mixed bone-marrow chimeras. WT donor cells are CD45.1 ^pos^ CD45.2 ^neg^; KO donor cells are CD45.1 ^neg^ CD45.2 ^pos^. **C** Scatter plot compiles cytometry-based engraftment data. Each point represents a discrete donor/host pair. Y axis indicates the observed KO to WT ratio in spleens. Red line denotes 5:1 KO to WT starting ratio. **D** Flow cytometry contour plots show surface CD4 and CD8α proteins in pLN of *Stat5* ^*flox/flox*^ *Cd4*-Cre^+/−^ mice and *Stat5* ^*flox/flox*^ *Cd4*-Cre^−/−^ littermate controls. Box plot compiles CD4/CD8 ratios across tissues. All ex vivo studies included at least 4 biological replicates per group assayed over at least 3 experiments. Replicate counts and statistical tests for all experiments detailed in Supplementary Data 6.

### STAT5 paralog asymmetry in CD8^*+*^ T cells

Given sharp reductions in CD8^+^ T cell counts, we next assessed the impact of STAT5 paralog deficiency on effector and memory differentiation. Using well-described surface markers, we determined that STAT5 deficiency leads to accumulation of both effector and memory CD8^+^ T cells, at the expense of naive CD8^+^ T cells (Fig. 3A, B). As with cell counts, the effector/memory phenotype was most pronounced in mice lacking STAT5B, and plainly evident in mice lacking STAT5 selectively in T cells (Figs. 3A–C and S2A–C). Therefore, STAT5 signaling not only enables accumulation of CD8^+^ T cells in lymphoid organs, but also keeps them in a quiescent, naive state. STAT5A and STAT5B both participate but asymmetrically, with STAT5B emerging as dominant.

**Fig. 3:**
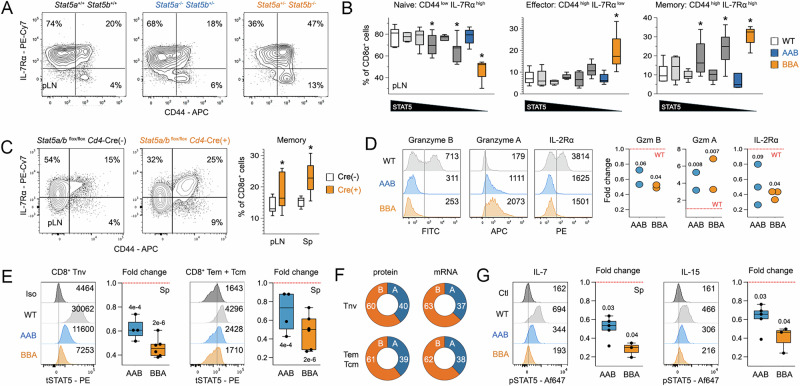
STAT5 deficiency unleashes effector and memory CD8^+^ T cells. **A** Flow cytometry contour plots show surface CD44 and IL-7Rα (CD127) on CD8^+^ T cells from pLN. Tnv are defined as CD44 ^low^ IL-7Rα ^high^ (upper left), Tcm as CD44 ^high^ IL-7Rα ^high^ (upper right), and Tem as CD44 ^high^ IL-7Rα ^low^ (lower right). **B** Box plots compile frequencies of naïve, memory, and effector cells in pLN. **C** Flow cytometry contour plots show CD44 and IL-7Rα on CD8^+^ T cells in pLN of *Stat5* ^*flox/flox*^ *Cd4*-Cre^+/−^ mice and littermate controls. Box plots compile frequencies of memory cells in pLN and spleens. **D** Flow cytometry histograms show surface or intracellular levels of the indicated proteins in splenic CD8^+^ T cells after 48-h ex vivo culture. Mean fluorescence intensity (MFI) is shown. Box plots compile fold change of MFI values relative to WT controls across biological replicates. **E** Flow cytometry histograms show total STAT5 protein levels in splenic CD44 ^low^ naive (left) and CD44 ^high^ effector/memory (right) CD8^+^ cells of the indicated genotypes. Box plots compile fold change of MFI values relative to WT controls across biological replicates. **F** Donut plots relay the percentage of total STAT5 protein or mRNA accounted for by STAT5A or STAT5B in CD8^+^ Tnv (top row) or Tem/cm cells (bottom row). **G** CD8^+^ Tcm cells from pLN were pulsed with cytokines (or not) for 1 h. Flow cytometry histograms show p-Tyr STAT5 protein levels downstream of IL-7 or IL-15. Box plots compile fold change of MFI values relative to WT controls across biological replicates. **D**–**G** Red line denotes WT levels (WT = 1). In vitro culture conditions are detailed in Supplementary Data 5. All ex vivo studies included at least 4 biological replicates per group assayed over at least 3 experiments. All in vitro studies included at least 2 biological replicates per group assayed over at least 2 experiments. Replicate counts and statistical tests for all experiments detailed in Supplementary Data 6.

STAT5 controls expression of key elements in the CD8^+^ T cell effector program, including granzymes and cytokine receptors^7,33^. To determine if these are compromised in the absence of STAT5A and/or STAT5B, we purified naive CD8^+^ T cells from WT, AAB, or BBA mice, activated them with agonist anti-T Cell Receptor (TCR) and anti-CD28 antibodies in the presence of IL-2, a potent STAT5 stimulus, then measured effector proteins by flow cytometry. Expression of Granzyme B and IL-2Rα was strikingly reduced in both STAT5A- and STAT5B-deficient cells relative to WT controls while expression of Granzyme A was strikingly increased (Fig. 3D). In all cases, there was a trend towards greater effect in STAT5B-deficient cells which failed to reach statistical significance (Fig. 3D). Thus, while prone to effector differentiation, STAT5-deficient CD8^+^ T cells cannot elaborate key elements of the cytotoxic program and, in this capacity, STAT5A and STAT5B appear similarly relevant.

STAT5B accounts for approximately two-thirds of total STAT5 in CD4^+^ T cells^30^. Thus, we next asked if asymmetric expression is also evident in CD8^+^ T cells. First, we compared total STAT5 protein levels (STAT5A + STAT5B) in CD44 ^low^ naïve and CD44 ^high^ effector/memory CD8^+^ T cells from WT, AAB, and BBA mice. As with CD4^+^ T cells, we found that STAT5B deficiency clearly had greater impact and, in turn, calculated that it accounts for about 60% of the total STAT5 pool in naïve and effector/memory CD8^+^ T cells (Fig. 3E). Similar disparity was evident at transcriptional level where, again, *Stat5b* accounts for 60–70% of total *Stat5* mRNA (Fig. 3F) and holds true whether transcriptomes were generated in-house (detailed below) or mined from public databases (Figs. 3F and S3A–C), and whether sourced from mouse or human T cells (Fig. S3A, D). 

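Stat5a and Stat5b are neighbouring protein-coding genes on chromosome 11 of GRCm38. Stat5a lies from 100859351 to 100885169 on the plus strand and Stat5b from 100780731 to 100850724 on the minus strand. Their share of Stat5 mRNA was computed from the authors' RNA-seq read counts in 16 libraries of WT CD8+ T cells, 2 for each of 8 combinations of cell state and culture. The cell states were naive (Tnv), memory (Tcm) and effector (Tem), and the cultures were without cytokine or with IL-7 or IL-15. Counts were divided by the length of the merged exons of all annotated transcripts, 7133 bases for Stat5a and 5539 bases for Stat5b. Which transcripts the cells express was not determined, and another length would shift the share. As the genes are paralogs, reads that fit both could have been lost or divided in the authors' counting. Over the 16 libraries Stat5b made up 73.3% to 91.3% of the sum, with a median of 77.6%, and the widest 95% Wilson interval of a single library reached 1.48 percentage points to either side, which covers counting error only. Without cytokine the share was 77.0% ± 1.27 (SD, n = 2) in Tnv, 76.2% ± 1.46 (SD, n = 2) in Tcm and 77.6% ± 1.16 (SD, n = 2) in Tem, differences no larger than the spread between replicates. With IL-15 it was 81.8% ± 0.0332 (SD, n = 2) in Tnv, 74.1% ± 1.12 (SD, n = 2) in Tcm and 80.5% ± 0.680 (SD, n = 2) in Tem. With IL-7 it was 74.4% ± 1.19 (SD, n = 2) in Tcm and 85.6% ± 8.11 (SD, n = 2) in Tnv. The 2 Tnv libraries with IL-7 gave 79.9% and 91.3%. The second of them held Stat5a at 32.2 CPM (counts scaled to a normalized library total), 45.8% of the level in the first. The WT libraries of naive CD4+ T cells gave 84.3% ± 5.13 (SD, n = 3) without cytokine and 89.4% ± 3.51 (SD, n = 3) with IL-7. Without WT replicate 3, which had the lowest Stat5a level in both cultures, the means were 81.4% and 87.4%. Replicate 2 of WT CD8+ Tnv with IL-15 held Cd4 at 241.7 CPM, against 6.76 in replicate 1, so its share may include CD4+ T cells. With raw read counts in place of counts per kilobase, the means of the CD8+ conditions ran from 69.0% to 82.3%. They were lower in each because the merged exons of Stat5a are longer.

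**Figure D1:**
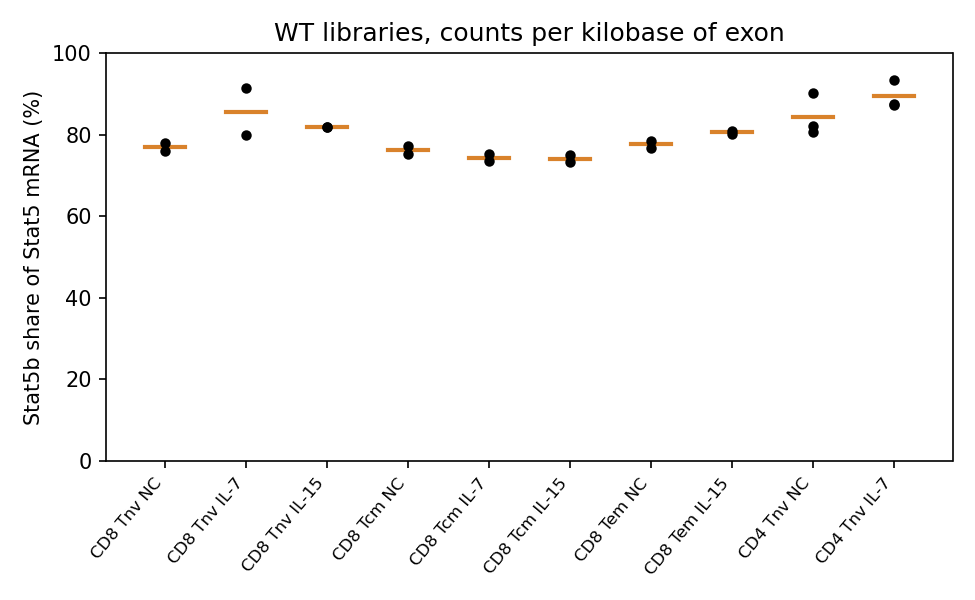
Share of Stat5b in the sum of Stat5a and Stat5b mRNA per kilobase of exon, in percent, in WT libraries. Each dot is 1 library, the orange bar is the mean of its condition, and the 10 conditions on the x axis combine lineage, cell state and culture. The dots lie between 73.3% and 93.4%, with the widest gap among the CD8+ conditions in Tnv with IL-7 (79.9% and 91.3%).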

Phosphorylation of tyrosine 694/699, the main instigating event for STAT5 signaling, was also more impacted by STAT5B-deficiency, whether downstream of IL-7 or IL-15 (Figs. 3G and S3B). Given these findings, it is tempting to infer that greater relative abundance explains why STAT5B is dominant over STAT5A in CD8^+^ T cells. However, the dramatic phenotypes seen in STAT5B-deficient mice are difficult to reconcile with only 20-40% reductions in total STAT5 levels. Moreover, relative abundance does not explain why CD8^+^ T cells are more sensitive to STAT5B-deficiency than CD4^+^ T cells, given that total STAT5 content is similar across these lineages (Fig. S3B–E). Ultimately, we conclude that the disparity between T cell phenotypes in STAT5A- and STAT5B-deficient mice likely reflects a combination of asymmetric expression and asymmetric functions, with STAT5B emerging as dominant on both counts.

To further assess the impact of STAT5A and STAT5B deficiencies, we compared transcriptomes directly ex vivo or upon stimulation with IL-7 or IL-15 (Figs. 4A and S4A). These cytokines were chosen because they are prominent in CD8^+^ T cell biology and known to activate STAT5 in both naïve and memory states^59^. 

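RNA-seq counts of 48 CD8+ libraries were analysed, 2 for each of 3 genotypes (WT, AAB and BBA) in 8 conditions. The conditions were Tnv and Tcm cells without cytokine, with IL-7 or with IL-15, and Tem cells without cytokine or with IL-15. IL-7 and IL-15 are cytokines that activate STAT5, used at 10 ng/ml for 12 to 18 h according to the paper and for 12 to 16 h according to the sample labels. The labels describe the libraries without cytokine as cultured, whereas the paper describes them as processed directly after isolation. The authors enriched poly(A)+ RNA, aligned single-end reads to the mouse genome mm10 (GRCm38) with tophat2 and counted reads per gene with htseq-count, and they deposited the counts without normalization. The paper's text does not name the gene annotation or whether strand was used. It states the number of sequenced reads per sample, in a range above the counts on genes of most libraries, and the values here use the reads counted on genes, 5926139 to 25612758 per library with a median of 12830672.5. These were 10623456 to 25612758 (median 14738437) in the 16 WT libraries, 5926139 to 24818409 (median 13345129) in the 16 AAB libraries and 7125235 to 17809302 (median 11489282.5) in the 16 BBA libraries. Depth was uneven in Tnv with IL-15, where the WT libraries held 12191962 and 16194175 counts, the AAB libraries 11209117 and 11335479, and the BBA libraries 7125235 and 7998272.

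The targeted genes were examined first in every library. Stat5a ran from 32.2 to 110.02 CPM in WT (median 82.8), from 0.981 to 5.13 in AAB (median 2.81) and from 31.1 to 51.6 in BBA (median 41.2). Stat5b ran from 167 to 360.3 CPM in WT (median 222), from 80.5 to 132 in AAB (median 102) and from 49.0 to 87.4 in BBA (median 69.2). Set against the WT mean of the same condition, AAB kept 2.24% to 6.42% of Stat5a and 38.6% to 56.3% of Stat5b, and BBA kept 40.1% to 86.4% of Stat5a and 21.6% to 36.7% of Stat5b. The gene counts of BBA thus retained reads on Stat5b although the genotype has no functional allele of it. The 1 WT library at 32.2 CPM of Stat5a was replicate 2 of Tnv with IL-7. Replicate 2 of WT Tnv with IL-15 held Cd4 at 241.7 CPM, against 6.76 in replicate 1, and Cd8a at 712 against 1203. Xist and Y-linked counts gave 6 male libraries in Tnv with IL-7, 4 male and 2 female libraries in Tcm with IL-7, where both WT libraries were male, and 6 female libraries in each of the other conditions. All 38 pairs of replicates, those of the CD4+ and retrovirus libraries included, differed by more than the sampling noise (chi-square per degree of freedom 5.75 to 101).

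Each condition was fitted by itself, without the replicate number as a block, with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test in its older form. Genes with low counts were removed as the paper's methods describe, by the count threshold at which replicates are most alike (the Jaccard index rule), which was re-implemented. The thresholds fell between 55.4 and 105 normalized counts for the CD8+ conditions and left 9750 to 10183 genes. A gene was called as a DEG when it differed from WT by more than 1.5-fold with a Benjamini-Hochberg adjusted p under 0.05, and a positive log2 fold change means a higher level in WT. With 2 libraries per group, the spread of each gene rests on 6 libraries and on information shared between genes.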

Using standard surface markers, we first sorted naïve (CD44^low^ CD62L^high^), effector (CD44^high^ CD62L^low^), and memory (CD44^high^ CD62L^high^) CD8^+^ T cells from pooled lymph nodes and spleens of WT, AAB, and BBA mice, then cultured them overnight in the presence of IL-7 or IL-15 and made short-read RNA-seq libraries. Next, we called Differentially Expressed Genes (DEG) relative to WT controls using a threshold of >1.5-fold change instead of the more popular >2-fold change to capture as many DEG as possible when genotype-driven effects were subtle. 

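In Tnv cells, AAB gave 16 DEG without cytokine (5 higher and 11 lower in WT), 26 with IL-7 (15 higher and 11 lower) and 72 with IL-15 (31 higher and 41 lower). BBA gave 268 DEG (144 higher and 124 lower in WT), 273 (156 and 117) and 923 (249 and 674) in the same conditions. In Tcm cells, AAB gave 4 DEG without cytokine (1 higher and 3 lower), 6 with IL-7 (4 and 2) and 427 with IL-15 (256 and 171). BBA gave 28 (15 and 13), 312 (144 and 168) and 2334 (1175 and 1159) there. In Tem cells, AAB gave 2 DEG without cytokine and 2 with IL-15, with 0 lower in WT in either condition, while 817 and 741 genes in both directions together had an unadjusted p under 0.05. BBA gave 21 DEG (12 and 9) and 179 (120 and 59) in Tem. Stat5a was among the AAB DEG in all 8 conditions.

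For 39 genes that the paper names for its RNA-seq data, calls were also made with the p-values adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. In Tcm with IL-15, 37 of them were tested, and 25 were DEG in AAB and 30 in BBA over all genes tested, against 27 and 30 adjusted over the list alone. In Tcm with IL-7 the counts were 2 and 12 over all genes tested and 9 and 21 adjusted over the list alone. In Tnv with IL-7 (35 tested) they were 3 and 13 over all genes tested and 11 and 20 adjusted over the list alone, and in Tnv with IL-15 (34 tested) 5 and 21, against 19 and 24 adjusted over the list alone. Without cytokine they were 2 and 8 in Tnv, 1 and 4 in Tcm and 1 and 3 in Tem over all genes tested, against 3 and 12, 5 and 10, and 9 and 12 adjusted over the list alone. In Tem with IL-15 they were 2 and 18 over all genes tested and 20 and 25 adjusted over the list alone.

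With Bonferroni adjustment BBA gave 3 DEG in Tcm with IL-7 and 137 in Tcm with IL-15, and AAB gave 2 and 11. With no filter on low counts, AAB gave 359 DEG in Tem without cytokine and 714 in Tcm with IL-7, and BBA gave 699 and 2218 there. With the replicate number as a block, AAB gave 87 DEG in Tnv without cytokine, 133 with IL-7 and 287 with IL-15, 67 in Tcm without cytokine and 702 with IL-15, and 195 in Tem without cytokine and 129 with IL-15. BBA gave 474 and 609 in Tnv without cytokine and with IL-7, 335 in Tcm without cytokine, and 355 and 1455 in Tem. BBA gave more DEG than AAB in all 8 conditions under each alternative processing that used all libraries. The exception was a sex term in Tcm with IL-7, added after the data were seen, under which both genotypes gave 0 DEG and 604 and 1766 genes had an unadjusted p under 0.05 in AAB and BBA.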

We found a striking disparity; STAT5B-deficient cells (BBA) had many more DEGs than STAT5A-deficient cells (AAB), regardless of state or stimulus (Fig. 4B and Supplementary Data 1, 2). 

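Bcl2, which encodes an inhibitor of apoptosis, lies on chromosome 1 of GRCm38 from 106538178 to 106714274 on the minus strand. In Tcm cells with IL-15 its level, normalized by TMM, was 1047 ± 81.9 CPM (SD, n = 2) in WT, 671 ± 18.6 (SD, n = 2) in AAB and 299 ± 29.0 (SD, n = 2) in BBA. The log2 fold change of WT over BBA was 1.81 (standard error 0.11, adjusted p = 0.000126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of WT over AAB was 0.64 (standard error 0.11, adjusted p = 0.0194 from the same test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the 1.5-fold limit. AAB exceeded BBA by 1.16 (standard error 0.11, adjusted p = 0.00381, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Tnv cells with IL-15, Bcl2 was at 895 ± 293 CPM (SD, n = 2) in WT and 225 ± 33.1 (SD, n = 2) in BBA, a log2 fold change of 1.99 (standard error 0.25, adjusted p = 0.00509, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The WT Tnv libraries with IL-15 differ in their Cd4 level. In AAB it was 535 ± 30.3 (SD, n = 2), which was not called (log2 fold change 0.74, standard error 0.24, adjusted p = 0.217, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and AAB and BBA could not be separated either (1.25, adjusted p = 0.296, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Tnv with IL-7 the log2 fold change of WT over BBA was 0.74 (standard error 0.12, adjusted p = 0.0327, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in Tcm with IL-7, whose libraries differ in sex, it was 0.60 (standard error 0.33, adjusted p = 0.311, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), not called.

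Myc, the gene of the transcription factor MYC, lies on chromosome 15 from 61985391 to 61990374 on the plus strand. In Tcm cells with IL-15 it was at 417 ± 39.2 CPM (SD, n = 2) in WT, 161 ± 20.9 (SD, n = 2) in AAB and 81.3 ± 12.2 (SD, n = 2) in BBA. The log2 fold change was 2.36 over BBA (standard error 0.15, adjusted p = 0.00013) and 1.37 over AAB (standard error 0.14, adjusted p = 0.0048), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between AAB and BBA, 0.99 (standard error 0.14), was also called (adjusted p = 0.0138, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Tnv cells with IL-15 Myc was called in BBA (2.59, standard error 0.22, adjusted p = 0.00179) and in AAB (1.94, standard error 0.21, adjusted p = 0.0267) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while AAB over BBA was not (0.66, adjusted p = 0.572, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Tnv with IL-7 it was called in BBA alone (1.43, standard error 0.19, adjusted p = 0.0189, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the difference between AAB and BBA there was 1.11 (adjusted p = 0.149, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pathways were not analysed here.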

Importantly, DEG called only in STAT5B-deficient cells included many emblematic STAT5 targets (e.g., Bcl2, MYC) linked to cellular pathways known to be STAT5-driven, including several relating to T cell memory and metabolism (Figs. 4B, C and S4B). We also noted that IL-15 mobilized more DEG than IL-7 regardless of genotype or differentiation state, in line with a recent survey of c*γ* cytokines in immune cells^60^, and that it mobilized more DEG in memory than naïve CD8^+^ T cells (Fig. 4B). Thus, STAT5B does the heavy lifting downstream of both IL-7 and IL-15, and in both naïve and memory CD8^+^ T cells yet resulting STAT5B-driven transcriptional responses vary based on instigating cytokine and/or differentiation state of the responding cells.

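The difference between the cytokines was tested directly as an interaction, the BBA effect with IL-15 minus that with IL-7, in one fit of the 12 libraries of a cell state. In Tnv it was called for 108 genes, 29 with a more positive and 79 with a more negative log2 fold change with IL-15, and 1067 genes had an unadjusted p under 0.05. In Tcm it was called for 13 genes, 12 more positive and 1 more negative, with 834 genes at an unadjusted p under 0.05. Among the 39 named genes, the interaction in Tnv was called for 4 over all genes tested and 9 adjusted over the list alone (35 tested), and in Tcm for 0 and 8 (37 tested). The 4 were Socs1 (chromosome 16, 10782240 to 10785536), Lta (chromosome 17, 35203165 to 35205351), Irf7 (chromosome 7, 141262706 to 141266481) and Gm5779 (chromosome 10, 75344472 to 75353033), positions in GRCm38. The interaction of Socs1 was 1.41 (standard error 0.28, adjusted p = 0.0451), that of Lta −2.72 (standard error 0.44, adjusted p = 0.0206) and that of Irf7 1.69 (standard error 0.34, adjusted p = 0.0472), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gm5779 is a transcribed pseudogene that may share reads with other genes, and WT Tnv cells with IL-7 had only 2 counts of it per library, so its fitted value is no bound. Bcl2 (1.26, standard error 0.29, adjusted p = 0.0805) and Myc (1.17, standard error 0.30, adjusted p = 0.113) were not called in Tnv by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Tnv libraries with IL-7 are all male and those with IL-15 all female, so that cytokine and sex change together in this comparison. With no filter on low counts the interaction was called for 504 genes in Tnv and 71 in Tcm, and with Bonferroni adjustment for 6 and 5. With 1 replicate block over both cultures, whose libraries the numbers do not pair, Socs1 was not called in Tnv (1.41, adjusted p = 0.0585 from the same test). A replicate block within each culture, chosen after seeing the data, kept that call (adjusted p = 0.0410) and gave 179 genes in Tnv.

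In WT cells alone, the cytokines were compared with cells without cytokine. By the paper's methods culture and cytokine change together there, while the labels describe the cells without cytokine as cultured too. In Tnv, 1999 genes were called with IL-7 (971 higher and 1028 lower with the cytokine) and 605 with IL-15 (332 and 273). In Tcm, 41 were called with IL-7 and 0 with IL-15, where 1311 genes had an unadjusted p under 0.05. The 0 depends on the processing, as DESeq2, no filter on low counts and the fit over all libraries each called genes there. Tem gave 157 with IL-15, or 562 with the replicate number as a block. The WT libraries of Tnv and Tcm with IL-7 are male and the other WT libraries female, so that sex changes with IL-7 in both states. Of the named genes 19 were called in Tnv with IL-7 over all genes tested and 22 adjusted over the list alone (36 tested), 11 and 12 in Tnv with IL-15, 3 and 5 in Tcm with IL-7, 0 and 24 in Tcm with IL-15, and 10 and 16 in Tem with IL-15.

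The spread between replicates was not the same in each condition. The biological coefficient of variation was 10.1% in Tcm with IL-15 and 17.8% in Tcm with IL-7, and 14.5% in Tnv with IL-7 and 14.6% in Tnv with IL-15. In one fit over all 48 CD8+ libraries, which share one estimate of the spread, BBA gave 632 DEG in Tnv with IL-7 and 1270 with IL-15, and 2128 in Tcm with IL-7 and 2187 with IL-15.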

**Fig. 4:**
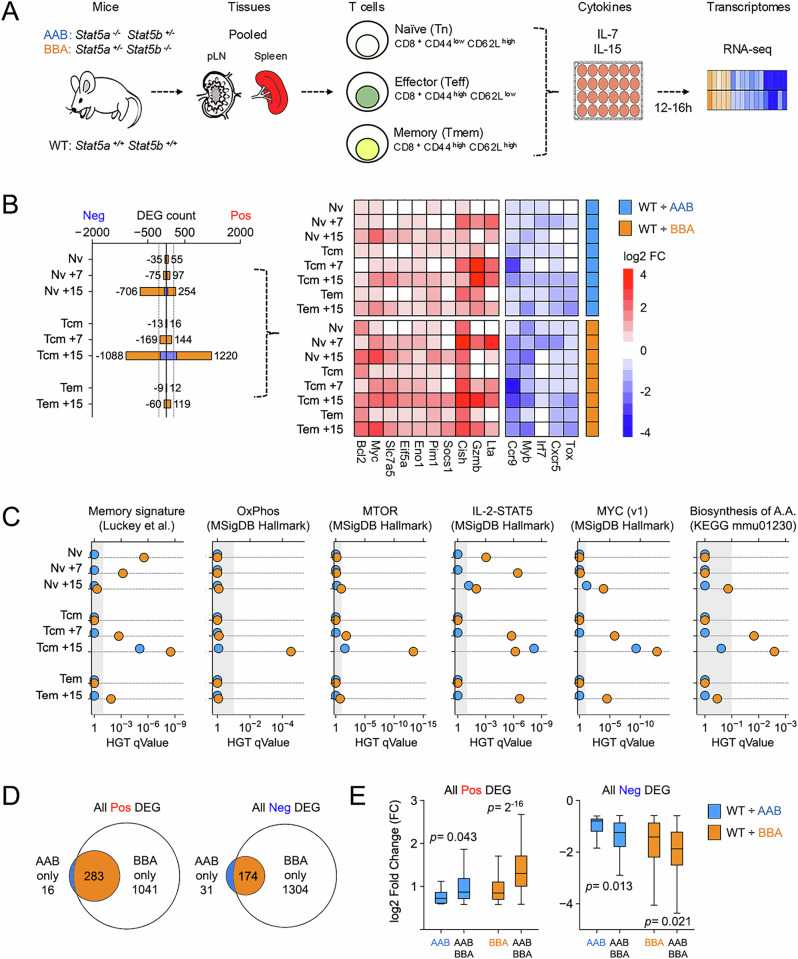
STAT5 paralog asymmetry in CD8^+^ T cells. **A** Cartoon outlines an experimental system for transcriptome studies. Mouse line drawing originally published by the Public Library of Science and used here in accordance with the Wikimedia Creative Commons Attribution 2.5 Generic license. **B** Stacked bar plot enumerates Differentially Expressed Genes (DEG) in KO T cells relative to WT controls (blue stack = AAB versus WT; orange stack = BBA versus WT). For reference, dotted vertical lines are drawn at −250 and 250. Heat map shows log2 fold change values for representative DEG across genotypes, cytokines, and cell states. **C** Positively regulated DEG from (**B**) were subjected to hypergeometric testing against the indicated databases. Scatter plots show enrichment *q* values for top STAT5-regulated pathways across genotypes, cytokines, and cell states (blue = AAB versus WT, orange = BBA versus WT). **D** Positively (left) and negatively (right) regulated DEG were compiled across cytokines and cell states. A Venn plot compares AAB and BBA cells. **E** Box plots show log2 fold change values for DEG classes from (**D**). AAB = DEG is called only in AAB cells, BBA = DEG is called only in BBA, and AAB/BBA = DEG is called in both genotypes. Blue = AAB versus WT, orange = BBA versus WT. All DEG sets are listed in Supplementary Data 1 and usage is detailed in Supplementary Data 2. In vitro culture conditions are detailed in Supplementary Data 5. All in vitro studies included at least 2 biological replicates per group assayed over at least 2 experiments. Replicate counts and statistical tests for all experiments detailed in Supplementary Data 6.

Next, we compared DEGs called across cell states and stimuli to determine if any are solely dependent on STAT5A or STAT5B. This analysis revealed that almost every DEG called in AAB cells was also called in BBA cells, indicating that few (if any) are strictly STAT5A dependent (Fig. 4D). By contrast, the vast majority of DEG called in BBA cells were not called in AAB cells (Fig. 4D). 

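Compiled over the 8 CD8+ conditions, 479 genes were called in AAB in one direction or the other, and 434 of these were also called in BBA in the same direction. In the positive direction, 13 genes were called in AAB only, 259 in both genotypes and 1095 in BBA only. In the negative direction, the counts were 32, 175 and 1376. Of the 45 calls made in AAB only, each gives the side of a threshold and no test of a difference from BBA. Both genotypes are compared with the same WT libraries, which by itself makes their calls overlap. Libraries of all 3 genotypes were simulated in 12 draws, with AAB unchanged from WT. A median of 3.5 genes were called in AAB in each direction. Of these, a median of 1 positive and 3 negative genes were also called in BBA. Observed were 272 positive and 207 negative calls in AAB. With no filter on low counts, 211 positive and 150 negative genes were called in AAB only, and Bonferroni adjustment left 10 positive and 5 negative genes in both genotypes. The replicate block, fitted in all 8 conditions although the numbers do not pair the libraries of Tcm with IL-7, raised the genes called in AAB only to 62 positive and 66 negative and those called in both genotypes to 448 and 515.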

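Of the genes called in BBA over the 8 CD8+ conditions, 2455 were not called in AAB in the same direction in any of these conditions. The difference between the genotypes was tested directly as AAB over BBA in the same fits. It was called, in any condition and with either sign, for 399 of the 2455 genes. This is 16.3% (95% Wilson interval 14.8% to 17.8%, with genes taken as independent, which they are not). For the rest, a call in BBA and none in AAB is not shown to be a difference between them. By condition, AAB over BBA was called for 51 genes in Tnv without cytokine, 15 with IL-7 and 7 with IL-15, for 4, 9 and 582 in Tcm, and for 2 without cytokine and 1 with IL-15 in Tem, or 616 different genes in all. With the replicate block 1246 genes were called for AAB over BBA, 716 of them called in BBA only. Of the 582 genes in Tcm with IL-15, 313 were higher in AAB and 269 in BBA, and 20 of the 37 named genes tested were among them, against 22 adjusted over the list alone. The largest differences among well-counted genes there included Prelid2 (chromosome 18 of GRCm38, 41875600 to 41951242), 4.70 higher in AAB on the log2 scale, and Drc1 (chromosome 5, 30281388 to 30366695), 4.16 higher.

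Counting each condition separately, 3846 calls were made in BBA and not in AAB, and in 97.5% of them the AAB effect had the same sign. Simulated unchanged AAB libraries, sharing simulated WT libraries with BBA, gave 61.3% (61.1% to 62.2% over 12 draws). These draws made more such calls than observed, a median of 6636. With the same number per condition, lowest p first, a choice made after seeing the data, the share was 59.9% (58.8% to 61.3%). The simulated WT libraries vary by chance for each gene. Systematic departures of the real WT libraries, such as the Cd4 level in Tnv with IL-15, were not simulated. The ratio of AAB to BBA effects, estimated over all genes tested from the covariance of effects between different replicates so that noise does not enter it, was 0.449 in Tcm with IL-15 and ran from 0.438 to 0.735 over the 8 conditions. From the near absence of genes called in AAB only, the paper concludes that few if any genes depend strictly on STAT5A. It interprets genes called in both genotypes as employing both paralogs and genes called in BBA only as mainly employing STAT5B, in part because STAT5A is less available.

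**Figure D2:**
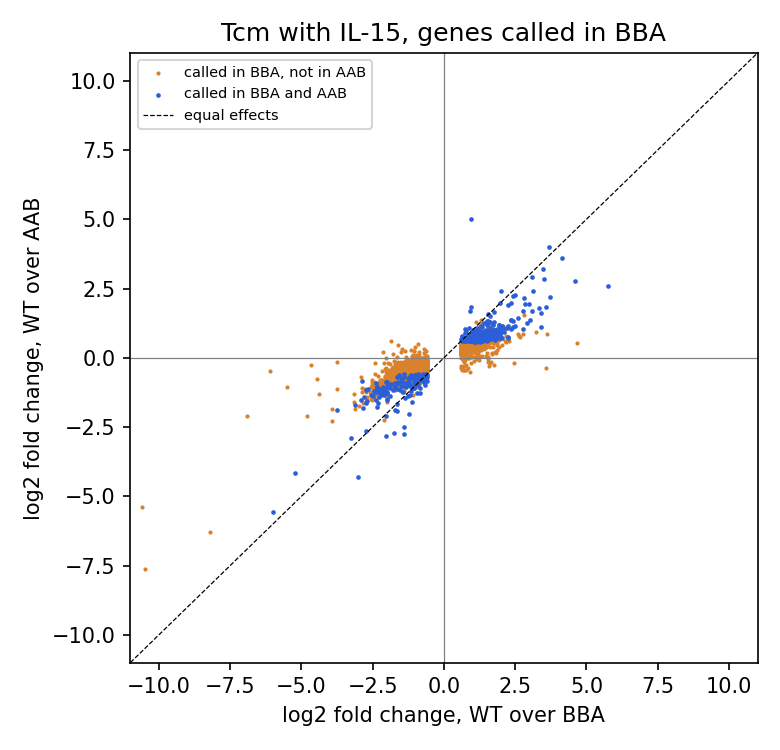
Genes called in BBA in Tcm cells with IL-15, with the log2 fold change of WT over BBA on the x axis and of WT over AAB on the y axis. Blue points are genes called in both genotypes, orange points are genes called in BBA only, and the dashed line marks equal effects. Most points lie between the line of equal effects and 0 on the y axis, on the side of 0 that their BBA effect has.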

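For each gene called in BBA, the largest absolute log2 fold change of WT over BBA among the conditions where it was called in BBA was taken. Genes called in both AAB and BBA had a median of 1.48 in the positive direction (259 genes, 95% interval 1.41 to 1.54) and 1.92 in the negative direction (175 genes, 1.69 to 2.07). Genes called in BBA only had medians of 0.84 (1095 genes, 0.83 to 0.87) and 1.32 (1376 genes, 1.23 to 1.39). The intervals of the classes do not overlap in either direction, although genes are not independent replicates. With the mean over the conditions where called in place of the largest value, the medians were 1.23 and 0.83 in the positive direction and 1.64 and 1.22 in the negative direction. The classes are defined by a 1.5-fold limit and a test in AAB, which genes with large effects pass more easily.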

We also noted that the degree of induction (i.e., fold change values) differed between “overlapping” and “unique” DEG, the former appearing more labile (Fig. 4E). We interpret that “high mobility” target genes employ both STAT5A and STAT5B, while “low mobility” target genes mainly employ STAT5B, in part, because STAT5A is less available. Immunologically relevant examples of low mobility STAT5 target genes include *Bax*, *Bhlhe40*, and *Nfil3* (i.e., DEG with average fold change <1.3 across STAT5B datasets; Supplementary Data 3).

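Bax encodes a promoter of apoptosis and lies on chromosome 7 of GRCm38 from 45461697 to 45466898 on the minus strand. Bhlhe40 (chromosome 6, 108660629 to 108666925, plus strand) and Nfil3 (chromosome 13, 52967209 to 52981073, minus strand) encode transcription factors. All 3 were called against WT in 1 of the 8 CD8+ conditions, Tcm with IL-15, in BBA and not in AAB. Bax was at 127 ± 0.798 CPM (SD, n = 2, TMM-normalized) in WT, 93.9 ± 5.34 (SD, n = 2) in AAB and 75.6 ± 2.87 (SD, n = 2) in BBA. Its log2 fold change was 0.75 over BBA (standard error 0.09, adjusted p = 0.000968) and 0.43 over AAB (standard error 0.08, adjusted p = 0.031, below the 1.5-fold limit) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AAB and BBA were not separated (0.31, adjusted p = 0.0642, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bhlhe40 was at 22.8 ± 0.500 CPM (SD, n = 2) in WT and 13.4 ± 2.97 (SD, n = 2) in BBA, a log2 fold change of 0.78 (standard error 0.20, adjusted p = 0.0194, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over AAB it was −0.44 (standard error 0.19, adjusted p = 0.2, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and AAB over BBA was called at 1.22 (standard error 0.20, adjusted p = 0.0185, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nfil3 was at 9.16 ± 2.43 CPM (SD, n = 2) in WT and 2.56 ± 0.496 (SD, n = 2) in BBA, a log2 fold change of 1.85 (standard error 0.30, adjusted p = 0.00365, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over AAB it was 0.54 (standard error 0.27, adjusted p = 0.267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and AAB over BBA was called at 1.31 (standard error 0.31, adjusted p = 0.0453, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nfil3 passed the filter on low counts in 5 of the 8 conditions, and in the other 4 of these its log2 fold change over BBA ran from −0.21 to 0.75. Over the other 7 conditions, that of Bax ran from −0.05 to 0.45 and that of Bhlhe40 from −0.62 to 1.35.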

### STAT5 paralog redundancy in CD8^+^ T cells

Upon activation, STAT5A and STAT5B distribute throughout the genome via DNA binding motifs known as “Gamma Interferon Activated Sequences” (GAS motifs)^3^. To determine if they co-localize, we compared genome-wide distributions using ChIP-seq datasets generated in effector CD8^+^ T cells stimulated with IL-2^7^. Crucially, these datasets were chosen because absolute numbers of STAT5A- or STAT5B-bound regions, colloquially termed “peaks”, are similar (Fig. 5A). We began by identifying peaks enriched over background, then merged those within 100 base pairs of one another to minimize spurious “satellites” that can flank high amplitude peaks (Fig. 5A and Supplementary Data 4). Next, we cross-referenced these merged peak sets to identify genomic regions bound by STAT5A and/or STAT5B. Based on prior studies^7,33^, we expected that most captured regions would be bound by both and, indeed, that is what we found. Approximately 2/3 of STAT5A peaks overlapped with STAT5B peaks (and vice versa), while the remaining 1/3 appeared unique to one or the other (Fig. 5A). We then compared summit values and learned that regions bound by both STAT5A and STAT5B had greater means and contained all the highest amplitude peak, suggesting these are robust, high mobility target sites (Fig. 5B). DNA motif analysis also showed that peaks bound by both are far more likely to bear STAT binding motifs than those bound by one or the other (Fig. 5C). Thus, STAT5A and STAT5B tend to co-localize, especially at high traffic sites likely to have functional consequence.

**Fig. 5:**
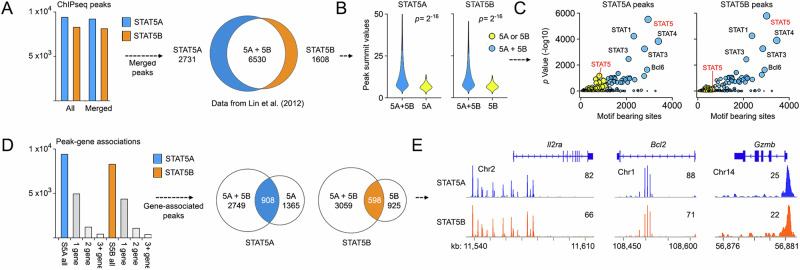
STAT5 paralog redundancy in CD8^+^ T cells*.* **A** Bar plot enumerates DNA regions bound by STAT5A (blue) or STAT5B (orange) pre- and post-peak merge. A Venn plot compares merged regions. Union denotes at least 1 base pair overlap between STAT5A- and STAT5B-bound regions. **B** Violin plots compare peak summit values (i.e., peak amplitude) for STAT5A (left) and STAT5B (right) bound regions across categories defined in (**A**). 5A = regions bound only by STAT5A, 5B = regions bound only by STAT5B, 5A + 5B = regions bound by STAT5A and STAT5B. **C** Scatter plot shows total motif-bearing sites and associated *p* values for STAT5A (left) and/or STAT5B (right) bound regions. Color coding as in (**B**). Point size is proportional to *p* value. **D** STAT5A and STAT5B-bound regions were assigned to genes based on linear proximity. A bar plot enumerates those assigned to one or more genes. A Venn plot compares Peak-Associated Genes (PAG) across categories defined in (**A**). 5A = PAG associated with only STAT5A, 5B = PAG associated with only STAT5B, 5A + 5B = PAG associated with STAT5A and STAT5B. **E** Genome browser histograms show mirroring of STAT5A and STAT5B-bound regions at select loci. All STAT5A and STAT5B-bound regions are catalogued in Supplementary Data 4. Replicate counts and statistical tests for all experiments are detailed in Supplementary Data 6.

To infer transcriptional effects, we assigned peaks to genes based on genomic proximity. As expected, just over half could be unambiguously assigned, with the majority mapping to a single gene (Fig. 5D). Next, we compared Peak Associated Genes (PAG) and found that, like peaks, a majority of PAG were associated with both STAT5A and STAT5B (Fig. 5D). This was plainly evident at emblematic STAT5 target genes like *Il2ra*, *Bcl2* and *Cish*, where STAT5A and STAT5B peaks closely mirrored (Fig. 5E). We also noted a substantial number of PAG associated only STAT5A or STAT5B but, upon inspection, determined that most of these were not strictly dichotomous. Typically, when a single paralog was assigned to a gene, associated peaks were only slightly under the chosen *p* value threshold, while peaks for the other paralog were only slightly over (Fig. S5). Furthermore, PAG associated with either STAT5A or STAT5B tended to be lower amplitude and contained less STAT motif enrichment, again suggesting that they are not robust targets (Fig. 5B-C).

To further explore redundancy between STAT5 paralogs, we restored STAT5A in STAT5A-deficient CD8^+^ T cells, then measured transcriptomes by RNA-seq, reasoning that if bona fide STAT5A-specific genes exist, then constitutively active STAT5A (CA-STAT5A) should selectively mobilize these and not putative STAT5B-specific genes. 

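RNA-seq counts were analysed for 4 libraries labelled as CD8+ T cells from AAB mice, 2 with a retrovirus expressing CA-STAT5A, a constitutively active form of STAT5A, and 2 with the empty vector. According to the labels and the paper's methods, cells were stimulated for 24 h, transduced, and cultured for 48 h with IL-2 at 100 U/ml, a cytokine that also activates STAT5. The authors' count table lists 24311 symbols and, beside them, summary rows for reads on no gene, ambiguous reads and reads without a unique position. These rows took 67.0% to 68.4% of each library and were left out, with reads on no gene alone at 46.0% to 47.0%. On genes, 16516525 and 11020965 reads were counted with CA-STAT5A and 12948071 and 11979875 with empty vector. Only 1 of the empty-vector libraries has a replicate number. By Xist and Y-linked counts, 1 library of each group is male and 1 is female.

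Stat5a, the gene deleted in AAB and restored here, was at 60.5 ± 0.716 CPM (SD, n = 2, TMM-normalized) with CA-STAT5A and 5.84 ± 3.70 (SD, n = 2) with empty vector. Its log2 fold change of CA-STAT5A over empty vector was 3.36 (standard error 0.38, adjusted p = 0.00639, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lineage transcripts did not match the labels. The CD8+ libraries without retrovirus held Cd8a at 712 CPM or more and Cd8b1 at 494 or more, whereas the 4 libraries held 1.42 to 3.14 and 0.308 to 1.57. Of the subunits of the T cell receptor complex, Cd3e was at 2.84 to 14.7 CPM, Cd3d at 6.17 to 94.9 and Cd3g at 10.5 to 101. Without retrovirus these were at least 314, 232 and 267. Ncr1 and Klrb1c, receptors of natural killer cells, were at 1143 to 1442 and 227 to 601 CPM, against at most 4.82 and 5.2 without retrovirus. The groups are therefore named by their labels throughout. The fit kept 10354 genes above 61.6 normalized counts.

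**Figure D3:**
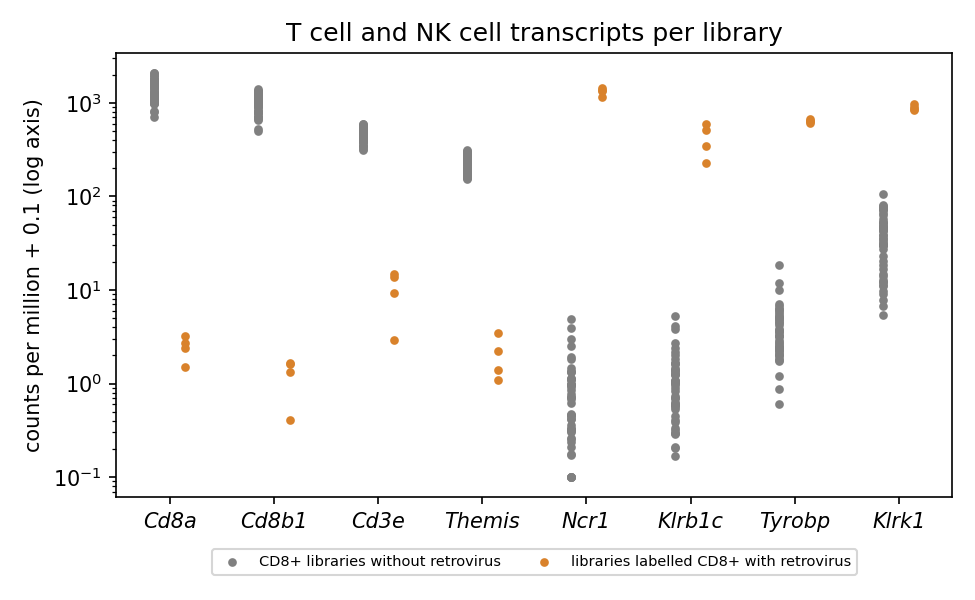
CPM, plus 0.1, on a log axis, of 4 T cell genes (Cd8a, Cd8b1, Cd3e, Themis) and 4 genes of natural killer cells (Ncr1, Klrb1c, Tyrobp, Klrk1). Each dot is 1 library, grey for the 48 CD8+ libraries without retrovirus and orange for the 4 libraries labelled CD8+ with retrovirus. The orange dots lie below all grey dots for the T cell genes and above all of them for the others.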

For these experiments, naïve CD8^+^ T cells were sorted from AAB mice, stimulated with agonist anti-TCR and anti-CD28 antibodies, then transduced with a retroviral vector expressing constitutively active STAT5A (CA-STAT5A; Fig. 6A). Hundreds of DEG were called relative to cells transduced with “empty” control vector, including many well-known STAT5 targets like BCL2 and GZMB (Fig. 6A). 

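Between the libraries labelled CA-STAT5A and empty vector, 686 genes were called, 229 higher and 457 lower with CA-STAT5A. Of the 39 named genes, 38 were tested, and 20 were called over all genes tested and 21 adjusted over the list alone. Bcl2 was at 339 ± 66.3 CPM (SD, n = 2) with CA-STAT5A and 141 ± 6.91 (SD, n = 2) with empty vector, a log2 fold change of 1.26 (standard error 0.16, adjusted p = 0.00829, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gzmb, the gene of granzyme B on chromosome 14 of GRCm38 (56258838 to 56262260, minus strand), was at 1091 ± 412 CPM (SD, n = 2) and 75.3 ± 16.8 (SD, n = 2), a log2 fold change of 3.86 (standard error 0.31, adjusted p = 0.0038, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Anxa8 (chromosome 14, 34085981 to 34100571) rose by 3.95 on the log2 scale (standard error 0.24, adjusted p = 0.00311, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stat5b rose as well, by 1.05 (standard error 0.13, adjusted p = 0.00817, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tox (chromosome 4, 6686353 to 6991557) fell by 1.30 (standard error 0.21, adjusted p = 0.0189), Il2ra fell by 1.61 (standard error 0.17, adjusted p = 0.00587) and Myc fell by 0.76 (standard error 0.16, adjusted p = 0.0375), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pim1, Socs1 and Cish were not called. The Cd8a, Cd8b1 and Cd3e levels of all 4 libraries lay far below those of the other CD8+ libraries. Cd3g was at 15.2 ± 6.79 CPM (SD, n = 2) with CA-STAT5A and 75.4 ± 38.9 (SD, n = 2) with empty vector. Its log2 fold change was −2.33 (standard error 0.43, adjusted p = 0.0267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Whether the groups differ in a minor share of T cells, and whether this adds to the calls, was not tested. With no filter on low counts 1609 genes were called, and with Bonferroni adjustment 12. The paper reasons that CA-STAT5A should selectively mobilize genes specific to STAT5A, if such genes exist.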

Next, we cross-referenced with ChIP-seq data to segregate DEG based on whether they are proximally bound by STAT5A and STAT5B (5A + 5B), STAT5A alone (5A only), STAT5B alone (5B only) or neither (No STAT5), per Fig. 5D. Of note, the chosen ChIP-seq dataset was generated in CD8^+^ T cells cultured in vitro with IL-2^7^, similar to our retroviral system. Surprisingly, we found that most DEGs were not engaged by STAT5A or STAT5B (Fig. 6B). We interpret this as evidence for indirect regulation (e.g., induction of secondary transcription factors, “piggybacking” on other transcription factors), promiscuous binding due to supra-physiological expression^61^ and/or atypical behavior of the constitutively active STAT5A construct used for these studies. Notwithstanding, direct effects were also plainly evident; 182 DEG were bound by both STAT5A and STAT5B, while only 39 were bound solely by STAT5A (Fig. 6B). It is tempting to classify the latter as STAT5A-specific, but we hesitate to do so because a similar number of DEG were engaged by only STAT5B. Also, DEG bound solely by STAT5A or STAT5B had lower fold-change values than those bound by neither or both (Fig. 6C, D). Thus, it may be that some loci are better or even exclusively engaged by STAT5A or STAT5B, but the bulk of evidence suggests that few (if any) bona fide STAT5 targets are solely and strictly dependent on one or the other.

**Fig. 6:**
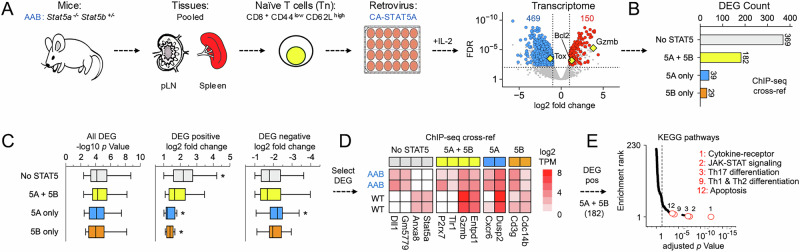
STAT5 paralog specificity in CD8^+^ T cells*.* **A** *Stat5a*^*−/−*^ *Stat5b*^*+/−*^ CD8^+^ T cells were transduced with CA-STAT5A, then assayed by RNA-seq. Cartoon outlines experimental system. Volcano plot shows positively (red) and negatively (blue) regulated DEG from pairwise comparison of CA-STAT5 and “empty” control (both in AAB CD8^+^ T cells). Mouse line drawing originally published by the Public Library of Science and used here in accordance with the Wikimedia Creative Commons Attribution 2.5 Generic license. **B** DEG were cross-referenced with STAT5A or STAT5B Peak-Associated Genes (PAG from Fig. 5D). Bar plot enumerates DEG associated with STAT5A only (5A), STAT5B only (5B), both (5A + 5B), or neither (no STAT5). **C** Box plots compile *p* values and log2 fold change values for DEG segregated as in (**B**). **D** Heat map shows log2 fold change values for representative DEG from each category in WT or AAB cells (each vs. “empty” control). **E** DEG associated with both STAT5A and STAT5B (yellow bar; 182 total) were subjected to hypergeometric testing against the KEGG database. The RankLine plot shows enrichment *p* values and ranks for all captured pathways. Select pathways are noted (rank shown). All DEG sets are catalogued in Supplementary Data 1 and usage is detailed in Supplementary Data 2. In vitro culture conditions are detailed in Supplementary Data 5. All in vitro studies included at least 2 biological replicates per group assayed over at least 2 experiments. Replicate counts and statistical tests for all experiments detailed in Supplementary Data 6.

### Evidence for cytokine, lineage, and state-restricted STAT5 activities

Having established that STAT5B is dominant over STAT5A in CD8^+^ T cells, we next compared STAT5B-dependent genes across cytokines and differentiation states. 

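The DEG of BBA were set against each other by cytokine within a cell state. In Tnv, 837 DEG were called with IL-15 and not with IL-7, and 187 with IL-7 and not with IL-15. In Tcm these counts were 2079 and 57. Of the 837 genes in Tnv, 547 were tested in both conditions, and 81.9% of these had the same sign of effect with IL-7, with a median absolute log2 fold change of 1.26 with IL-15 and 0.43 with IL-7. Of the 187 genes, 176 were tested in both and 83.0% had the same sign, with medians of 1.08 with IL-7 and 0.45 with IL-15. Of the 2079 genes in Tcm, 1974 were tested in both and 94.3% had the same sign, with medians of 0.90 with IL-15 and 0.64 with IL-7. Of the 57 genes, 48 were tested in both and 79.2% had the same sign, with medians of 1.48 with IL-7 and 0.37 with IL-15. These medians are taken over genes selected by their call in one condition, which raises them in that condition. The WT Tnv libraries with IL-15 differ in Cd4, and the libraries of Tcm with IL-7 differ in sex.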

First, we noted a striking distinction between cytokines; IL-15 mobilized nearly 10 times as many DEG as IL-7, regardless of differentiation state (Fig. 7A). This was surprising given IL-7 was slightly better at triggering tyrosine 694/699 phosphorylation in our system and suggests qualitative differences in downstream signaling (Fig. 3G). Accordingly, we found that the character of transcriptional responses also differed; only 35% of DEG mobilized by IL-7 were also mobilized by IL-15 in naive cells (61 of 172), versus 81% (253 of 311) in memory cells (Fig. 7A and Supplementary Data 1, 2). Moreover, only 17% of DEG mobilized by IL-7 in naive T cells were also mobilized by IL-7 in memory cells (29 of 172), versus 65% for IL-15 (627 of 960; Fig. S6A–C). Thus, cellular state has a major influence on transcriptional activity of STAT5B, with naïve cells exhibiting a more pronounced effect than memory cells. 

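Of the 273 DEG of BBA with IL-7 in Tnv, 86 were also called with IL-15, or 31.5% (95% Wilson interval 26.3% to 37.2%). In Tcm, 255 of 312 were also called with IL-15, or 81.7% (77.1% to 85.6%). The intervals treat genes as independent, which they are not. The effect had the same direction with both cytokines for 84 of the 86 genes in Tnv and for 252 of the 255 genes in Tcm. Such a share depends on how many genes the second condition calls, 923 in Tnv and 2334 in Tcm. Under one fit over all CD8+ libraries the shared DEG numbered 227 in Tnv and 1125 in Tcm, and with no filter on low counts 487 and 1684, while Bonferroni adjustment left 1 and 0. The replicate block gave 237 in Tnv.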

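With IL-7, 47 of the 273 BBA DEG of Tnv were also called in Tcm, or 17.2% (95% Wilson interval 13.2% to 22.1%). This share depends on the processing. It was clearly larger with DESeq2, with no filter on low counts and in the fit over all libraries. A replicate block, Bonferroni adjustment and a limit of more than 2-fold made it smaller. With IL-15, 635 of the 923 BBA DEG of Tnv were also called in Tcm, or 68.8% (65.7% to 71.7%). The direction was the same in both states for 46 of the 47 genes and for 633 of the 635. Of the 226 genes called with IL-7 in Tnv only, 218 were tested in Tcm, and 85.8% of these had the same sign there, with a median absolute log2 fold change of 1.19 in Tnv and 0.64 in Tcm. Of the 288 genes called with IL-15 in Tnv only, 102 were tested in Tcm and 91.2% had the same sign, with medians of 1.03 and 0.41. Tested directly as an interaction of the BBA effect with cell state, the difference between Tcm and Tnv was called for 2 genes with IL-7 and for 20 with IL-15, all 20 more positive in Tcm. At an unadjusted p under 0.05 there were 1120 and 1496 genes, and of the 20 calls 0 were more negative. Of the named genes, 1 was called with IL-7 over all genes tested and 2 adjusted over the list alone, and 1 and 8 with IL-15. With no filter on low counts, 660 and 118 genes were called, and the replicate block raised the 20 with IL-15 to 339. Tnv with IL-7 has male libraries only and Tcm with IL-7 has 4 male and 2 female ones. The paper concludes that cellular state has a major influence on the transcriptional activity of STAT5B.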

Altogether, we find evidence for: (1) cytokine specificity (e.g., differences between IL-7 and IL-15 in Tnv cells), (2) cell state specificity (e.g., differences between IL-7 in Tnv and Tcm), and (3) stereotypical responses (e.g., similarities between IL-15 and IL-7 in Tcm, and IL-15 in Tnv and Tcm).

**Fig. 7:**
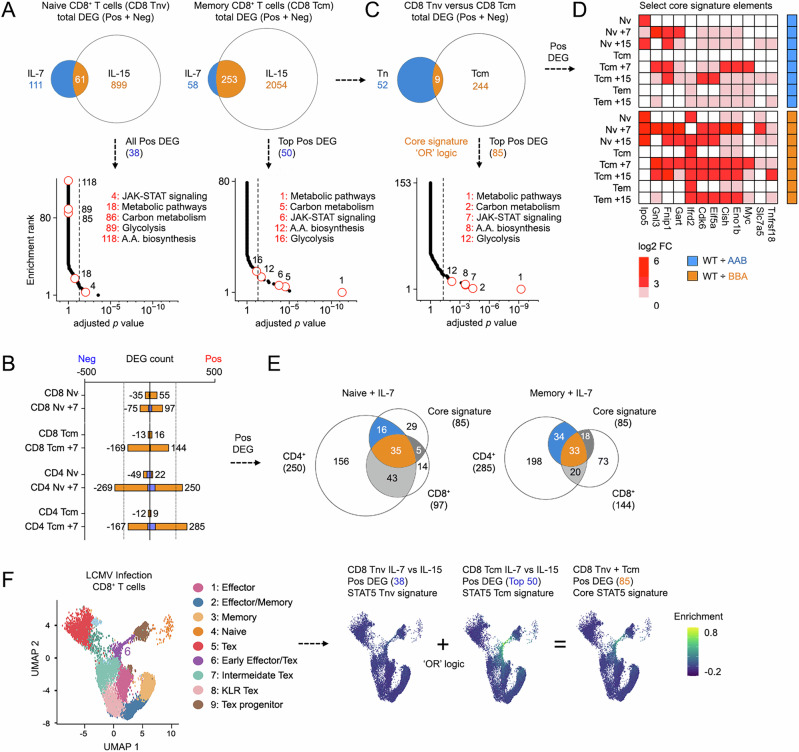
A core STAT5 signature for CD8^+^ T cells*.* **A** Venn plots compare DEG mobilized in naïve (left) or memory (right) CD8^+^ T cells (DEG from Fig. 4). Union represents genes mobilized by both IL-7 and IL-15 in each cell type. Positively regulated “union” DEG from naïve (38 total) and memory (top 50) CD8^+^ T cells were then subjected to hypergeometric testing against the KEGG database. RankLine plots show enrichment *p* values and ranks for all captured pathways. Select pathways are noted (rank shown). **B** Stacked bar plot enumerates DEG in CD4^+^ and CD8^+^ T cells relative to WT controls (blue stack = AAB versus WT; orange stack = BBA versus WT; CD8^+^ T cell data same as Fig. 4). **C** Venn plot compares “union” DEG from (**A**). RankLine plot shows HGT results for core STAT5 signature genes against the KEGG database. Select pathways are noted (enrichment rank shown). Core STAT5 signature combines all 38 positively regulated genes contained within the IL-7 union set and the top 50 positively regulated genes DEG from the IL-15 union set (ranked based on fold change). 3 genes are shared, so this yields an 85-element signature. **D** Heat map shows select genes contained in the core STAT5 gene signature (full roster shown in Fig. S6H). **E** Left Venn plot compares the core STAT5 signature to DEG positively regulated by IL-7 in naïve CD4^+^ or CD8^+^ T cells. Right Venn plot compares to memory CD4^+^ or CD8^+^ T cells. **F** scRNA-seq UMAP projection segregates CD8^+^ T cells responding to acute or chronic LCMV infection. Clustering and annotation are as published. Feature plots show module score enrichment for the indicated gene signatures. All gene signatures are catalogued in Supplementary Data 1. In vitro culture conditions are detailed in Supplementary Data 5. All in vitro studies included at least 2 biological replicates per group assayed over at least 2 experiments. Replicate counts and statistical tests for all experiments detailed in Supplementary Data 6.

To determine if STAT5B activity differs across lineages, we compared transcriptomes from CD4^+^ and CD8^+^ T cells. These studies focused on IL-7 because IL-7Rα is similarly expressed on CD4^+^ and CD8^+^ T cells, unlike IL-15 receptor components IL-2Rβ and IL-15Rα, which are more abundant on CD8^+^ T cells. As before, we performed RNA-seq on naive and memory cells sorted from pooled LN and spleens of AAB and BBA mice, then called DEG relative to WT controls (Fig. 7B and Supplementary Data 1, 2). 

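RNA-seq counts were analysed for naive CD4+ T cells in 15 libraries, with the methods used for the CD8+ libraries. Without cytokine there were 3 WT, 2 AAB and 2 BBA libraries, and with IL-7 there were 3 WT, 2 AAB and 3 BBA libraries. Memory CD4+ T cells were not analysed here, and 2 further libraries whose labels contradict each other on the cytokine were left out. Without cytokine, 8275901 to 14760837 reads were counted on genes in WT (median 9116905), 8990148 and 11248202 in AAB and 9152679 and 15969668 in BBA. With IL-7 the counts were 6705004 to 34118295 in WT (median 10818161), 10347993 and 10353087 in AAB and 11345641 to 16289837 in BBA (median 13606592). Stat5a ran from 34.1 to 87.4 CPM in WT (median 60.3), from 0.811 to 1.88 in AAB (median 1.19) and from 35.6 to 47.9 in BBA (median 45.6). Stat5b ran from 271 to 377 CPM in WT (median 293), from 138 to 203 in AAB (median 160) and from 95.2 to 133 in BBA (median 128). WT replicate 3 had the lowest Stat5a level in both cultures, 39.1 CPM without cytokine and 34.1 with IL-7. All 15 libraries are male by Xist and Y-linked counts. The filter kept 10154 genes without cytokine and 9488 with IL-7.

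Without cytokine, AAB gave 36 DEG (10 higher and 26 lower in WT) and BBA 115 (37 and 78). With IL-7, AAB gave 58 (41 and 17) and BBA 522 (249 and 273). AAB over BBA was called for 8 genes without cytokine and 148 with IL-7. Of the 39 named genes, 33 were tested without cytokine, and 2 were called in AAB and 2 in BBA over all genes tested, against 3 and 3 adjusted over the list alone. With IL-7, 35 were tested, with 4 and 18 over all genes tested against 6 and 21 adjusted over the list alone. With no filter on low counts AAB gave 362 DEG and BBA 501 without cytokine, and Bonferroni adjustment left 7 and 16. With the replicate block AAB gave 117 DEG and BBA 204 without cytokine, and AAB gave 116 with IL-7. A single WT library decided part of these counts. Without WT replicate 1, AAB gave 15 DEG and BBA 70 without cytokine, and without WT replicate 2 AAB gave 19 and BBA 59. With IL-7, AAB gave 27 without WT replicate 1 and 29 without WT replicate 2, while BBA gave 367 to 569 over the 6 fits that each left out 1 library.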

Next, we cross-referenced with corresponding CD8^+^ T cell datasets and found that: (1) IL-7 mobilizes more DEG in CD4^+^ T cells than in CD8^+^ T cells (Figs. 7B, C), (2) most DEG and pathways mobilized by IL-7 in naive CD8^+^ T cells are also mobilized in naïve CD4^+^ T cells (132 of 172 = 76%; Figs. S6D–F), and (3) relatively few DEGs and pathways mobilized by IL-7 in memory CD8^+^ T cells were also mobilized in memory CD4^+^ T cells (92 of 313 = 29%; Fig. S6D–G). Thus, STAT5 activity does vary across T cell lineages, and, again, the amount of variance depends on cellular state, although, here, memory cells are less affected than naïve.

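Of the 273 BBA DEG of naive CD8+ T cells with IL-7, 170 were also DEG of naive CD4+ T cells with IL-7, or 62.3% (95% Wilson interval 56.4% to 67.8%, with genes taken as independent), and all 170 had the same direction. Of the 352 genes called in CD4+ cells only, 337 were tested in both lineages, and 97.6% of these had the same sign in CD8+ cells, with a median absolute log2 fold change of 0.85 in CD4+ and 0.74 in CD8+ cells. Of the 103 genes called in CD8+ cells only, 96 were tested in both and 96.9% had the same sign, with medians of 0.84 in CD8+ and 0.40 in CD4+ cells. The lineages were sequenced with different numbers of libraries, 6 in CD4+ for WT and BBA against 4 in CD8+, and no difference between the lineages was tested. Under one fit over all libraries of a lineage, the CD8+ cells gave 632 BBA DEG and shared 294 with the CD4+ cells, and with the replicate block 308 were shared. From these comparisons the paper concludes that STAT5 activity varies across T cell lineages and that the extent depends on cellular state.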

### A core STAT5 signature for CD8^+^ T cells

Next, we sought to define a core STAT5 signature evident across cytokines and differentiation states. To begin, we compared DEG called in both naive and memory CD8^+^ T cells downstream of IL-7 or IL-15 and found that they are strikingly distinct; only 15% overlapped (9 of 61; Fig. 7C and Supplementary Data 1, 2). That dichotomy was also evident at the pathway level; naive cells were highly enriched for JAK-STAT signaling, while memory cells were highly enriched for metabolic pathways (Fig. 7A). 

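Within naive cells 86 BBA DEG were shared by IL-7 and IL-15, and within memory cells 255. Of the 86 genes, 15 were among the 255, or 17.4% (95% Wilson interval 10.9% to 26.8%). Under the alternatives this number ran from 0 with Bonferroni adjustment to 274 with no filter on low counts, and it was 46 with the replicate block.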

Next, we devised a composite, or “core”, signature by merging pan-cytokine DEG from naive and memory cells. Specifically, we merged all 38 positively regulated DEG shared between IL-7 and IL-15 in naive CD8^+^ T cells with the top 50 positively regulated DEG shared between IL-7 and IL-15 in memory CD8^+^ T cells, to generate an 85-element signature that accounts for all included variables (Figs. 7C, D and S6H; Supplementary Data 1, 2). 

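In the positive direction, 61 BBA DEG were shared by IL-7 and IL-15 in Tnv and 130 in Tcm. The legend of Fig. 7C calls the set it ranks by fold change the IL-15 union set, while the paper's text describes it as shared by both cytokines in memory cells. Here the 130 were ranked by the mean of their log2 fold changes with IL-7 and IL-15, and the first 50 were taken. Joined with the 61 genes of Tnv they made a signature of 106 genes, and ranking by the fold change with IL-15 alone gave 105. With every Tcm gene in the signature it held 181 genes, and with the replicate block it held 176, from 148 genes of Tnv and the first 50 of 80 of Tcm. The signature includes Bcl2, Cish, Il2ra, Myc, Slc7a5, Ipo5, Gnl3, Fnip1, Ifrd2, Cdk6, Eif5a, Eno1b and Tnfrsf18 of the genes the paper names, and Stat5b itself, the gene targeted in BBA.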

Predictably, pathway analysis reflected the composite nature of this core signature; both JAK-STAT signaling and metabolic pathways were enriched (Fig. 7C).

The decision to merge using OR logic rather than distill using AND logic was driven solely by the paucity of DEG shared across cytokines and cell states (9 total; Fig. 7C). The decision to focus on positively regulated DEG was driven by their involvement in emblematic STAT5-regulated pathways, such as JAK-STAT signaling and carbon metabolism^3,6^. However, we also acknowledge that the ability to suppress gene expression is an important, albeit less understood, feature of STAT5 biology and included negative DEGs in the signature tests detailed below (Fig. S7). The decision to focus on the top 50 DEG was driven mainly by the fact that the unabridged set of 130 positive DEG from memory cells far outnumbers the unabridged set of 38 positive DEG from naïve cells and, thus, would have an outsized impact on an OR logic signature. Also, focusing on the top 50 slice based on fold change relative to WT controls ensures that strong DEGs are favored over those barely meeting the chosen DEG call threshold. The goal was to devise a robust core signature that reflects STAT5 activity downstream of both IL-7 and IL-15 in both naïve and memory CD8^+^ T cells.

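Il2ra, the gene of the IL-2 receptor alpha chain, lies on chromosome 2 of GRCm38 from 11642807 to 11693193 on the plus strand. Among naive CD8+ T cells with IL-7 it was at 15.1 ± 2.51 CPM (SD, n = 2, TMM-normalized) in WT and 4.03 ± 1.39 (SD, n = 2) in BBA, a log2 fold change of 1.91 (standard error 0.33, adjusted p = 0.0364, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among memory CD8+ T cells with IL-7 it was at 37.6 ± 4.43 (SD, n = 2) and 7.56 ± 0.106 (SD, n = 2), a log2 fold change of 2.31 (standard error 0.23, adjusted p = 0.0127, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In naive CD4+ T cells with IL-7 it was at 40.9 ± 18.3 CPM (SD, n = 3) in WT and 6.14 ± 3.25 (SD, n = 3) in BBA, a log2 fold change of 2.75 (standard error 0.45, adjusted p = 0.00579, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Myc was at 164 ± 10.2 CPM (SD, n = 3) in WT and 58.7 ± 9.34 (SD, n = 3) in BBA CD4+ cells, a log2 fold change of 1.49 (standard error 0.11, adjusted p = 7.22e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc7a5, an amino acid transporter gene on chromosome 8 (121881150 to 121907694, minus strand), was called in memory CD8+ T cells with IL-7 (log2 fold change 1.80, standard error 0.28, adjusted p = 0.0332, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In naive CD4+ T cells it was not called, at 39.9 ± 3.20 CPM (SD, n = 3) in WT and 32.5 ± 1.69 (SD, n = 3) in BBA (0.30, standard error 0.10, adjusted p = 0.0819, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between the lineages was not tested.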

Several elements of our core signature are known to be induced by STAT5 and/or upstream cytokines in CD4^+^ T cells, including *Il2ra*, *Myc*, and *Slc7a5* (Figs. 7D and S6H)^6^. Thus, to determine if it can distinguish between CD4^+^ and CD8^+^ T cells, we cross-referenced with DEG called in naïve and memory CD4^+^ T cells (from Fig. 7B). 

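Of the 106 genes of the signature as assembled here, 58 were positive BBA DEG in naive CD4+ T cells with IL-7, or 54.7% (95% Wilson interval 45.2% to 63.9%, with genes taken as independent). With the replicate block 91 genes of its signature were. Memory CD4+ T cells were not analysed here. Among them, Bcl2 had a log2 fold change of 0.81 (standard error 0.10, adjusted p = 0.00123), Cish of 2.56 (standard error 0.28, adjusted p = 0.000646), both in CD4+ cells and from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.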

Results were clear: most core signature elements were contained within the CD4^+^ T cell gene sets (51/85 = 60% for naïve cells, 67/85 = 79% for memory cells; Fig. 7E). Therefore, despite the fact that it was built exclusively from CD8^+^ T cell data, our core STAT5 signature likely cannot distinguish between STAT5 responses in CD4^+^ and CD8^+^ T cells.

To test whether our core signature can be used as a bioinformatic probe for STAT5 activity, we mined a single-cell RNA-seq (scRNA-seq) dataset composed of CD8^+^ T cells from mice challenged with acute and chronic Lymphocytic Choriomeningitis Virus (LCMV)^62^. After recreating the published UMAP (Figs. 7F and S7), we performed “module score” analysis to determine which regions (if any) are enriched for our core STAT5 signature and/or constituent gene sets (Supplementary Data 1-2). Regarding the latter, we found that all positive gene sets, whether derived from IL-7 or IL-15, naïve or memory CD8^+^ T cells, were enriched in a single region of the UMAP containing “early effector or exhausted” cells (cluster 6; Figs. 7F and S7B). We interpret that this population had recently encountered antigen and, thus, were experiencing acute STAT5 activity downstream autocrine or paracrine IL-2 responses. By contrast, negative gene sets from naive CD8^+^ T cells were enriched in different regions depending on whether driven by IL-7 or IL-15, while those derived from memory CD8^+^ T cells were not enriched at all (note scales; Fig. 7C). In most cases, narrowing to the top 50 elements based on fold change values enhanced module score performance, reflected in improved enrichment scores and consolidation of UMAP enrichment regions (Fig. S7B, C). Pan-cytokine gene sets from memory CD8^+^ T cells were far more enriched than those from naïve CD8^+^ T cells (Fig. S7D) and, crucially, our final core 85-element signature was highly and sharply enriched (Figs. 7F and S7A, D). Thus, our core signature and its constituents may be useful for detecting strong, synchronized STAT5 signaling associated with effector responses, but perhaps not weaker, asynchronous signaling associated with homeostatic responses.

## Discussion

The transcription factor STAT5 is fundamental to lymphocyte biology. However, the relationship between its two paralogs, STAT5A and STAT5B, and the extent to which they are functionally distinct, remains unclear. Here, we engage this longstanding question using a combination of genetic and genomic tools focused on CD8^+^ cytotoxic T cells, central players in both protective and pathogenic inflammation. Previously, we used a similar approach to demonstrate that STAT5B is dominant over STAT5A in CD4^+^ T cells and ILCs, where it influences numerous developmental and effector pathways^30,35^. Here, we establish that the “STAT5B > STAT5A” rule holds true across the lymphoid compartment and present evidence for two underlying mechanisms. The first, asymmetric expression, is strongly supported by both protein and transcript data, which shows that STAT5B is twice as abundant in CD8^+^ T cells as it is in CD4^+^ T cells and ILCs. The second, non-redundant functions, are supported by multiple data streams, most notably the vast excess of DEG called in STAT5B-deficient T cells relative to STAT5A-deficient T cells, and thousands of genomic regions associated with STAT5B but not STAT5A. Taken together, these findings resolve the issue of whether STAT5A and STAT5B are redundant or functionally distinct, ultimately leading us to declare that both are true. Stated otherwise, STAT5A and STAT5B are redundant in that they engage many of the same genes and pathways, but STAT5B also has unique, non-redundant functions that are particularly relevant for CD8^+^ T cells. It is also evident that, while the overarching trends are similar (STAT5B > STAT5A), CD8^+^ T cells are more sensitive to STAT5B-deficiency than CD4^+^ T cells. In fact, only CD8^+^ T cells are depleted in STAT5B-deficient mice, resulting in sharply skewed CD4/CD8 ratios. This finding is in line with prior work on CD8^+^ T cells^33^ and ILCs, which are closely related and also conspicuously depleted in STAT5B-deficient mice^35,63^.

STAT5B-deficiency dramatically illustrates the importance of STAT5 signaling in CD8^+^ T cells. In fact, aberrant CD8^+^ T cell differentiation - loss of naive quiescence coupled to a shift towards effector and memory states - is a cardinal feature of STAT5B-deficient mice. Given the lack of acute stimulus (e.g., infection or immunization), we interpret that this reflects self-reactivity unleashed by defective Treg-mediated suppression, in line with the idea that the Treg are impaired in STAT5B-deficient mice^30,33^. However, it is important to recognize that STATB is globally deleted in these animals, so we must also acknowledge that CD8^+^ T cell extrinsic effects likely contribute to the observed phenotypes. Moreover, while prone to effector/memory differentiation, STAT5B-deficient CD8^+^ T cells cannot elaborate key elements of the cytotoxic effector program (e.g., granzyme expression). Thus, excessive killing likely does not contribute to the attendant kidney disease seen in these mice^30^. Nevertheless, it is clear that STAT5B is critical for cytokine-driven gene expression in CD8^+^ T cells and that many important cellular pathways are impacted by STAT5B-deficiency at the transcriptional level, including MTOR, MYC, and several involved with metabolism, befitting the key role of STAT5 in that arena^1,6^. Here, again, it is worth noting that GOF STAT5B mutations are more often associated with T cell cancers than STAT5A mutations and appear more potent in driving both cell intrinsic phenotypes and organismal level pathologies^38–40^.

Consistent with prior work^33^, we demonstrate that STAT5B-deficiency has a far greater impact on gene expression in CD8^+^ T cells than STAT5A-deficiency. However, genome-wide analysis did not reveal widespread differences in the distribution of STAT5A and STAT5B, in line with the original report of this dataset^7^ and recent ChIP-seq studies in CD8^+^ T cells^33^. Instead, we and others have found that STAT5A and STAT5B mostly co-localize and, thus, have similar target ranges. This mirroring is evident across the genome and most obvious at high-amplitude sites decorating bona fide STAT5 targets, like *Il2ra* and *Gzmb*. Furthermore, using a retrogenic system, we established that transcripts mobilized by STAT5A mainly come from loci engaged by both STAT5A and STAT5B, rather than STAT5A alone. Thus, broadly speaking, STAT5A and STAT5B appear to engage the same target genes, making them redundant at the molecular level. Still, we cannot fully discount the possibility that some genes are subject to only STAT5A or STAT5B. Indeed, we identified: (1) 47 transcripts whose expression was disturbed only in STAT5A-deficient cells, (2) 4339 genomic regions engaged only by STAT5A (25% of all peaks), and (3) 39 genes mobilized by STAT5A and engaged only by STAT5A. However, we also noted that: (1) DEG called only in STAT5A- or STAT5B-deficient cells are “weaker” than those called only in both (i.e., had lower fold change values), (2) ChIP-seq peaks for STAT5A- or STAT5B-specific regions are “weaker” than those for shared regions (i.e., lower peak amplitudes, higher *p* values), and (3) a similar number of genes mobilized by STAT5A were engaged only by STAT5B. Therefore, the bulk of evidence suggests that few (if any) genes are controlled solely by STAT5A or STAT5B and that if such genes exist, transcriptional output is likely less than that of genes subject to both.

Given that STAT5B is the dominant paralog, we used our STAT5B datasets to compare STAT5 activities across cytokines, T cell lineages, and differentiation states. Crucially, we learned that despite much commonality, STAT5 responses downstream of IL-7 and IL-15 also vary, with Tnv cells registering greater disparity than Tcm cells. Differences in overall phosphorylation fail to explain cytokine-specific effects, given that IL-15 mobilized more transcripts than IL-7, despite activating less STAT5 on a per cell basis. Alternative explanations include (1) differential phosphorylation; downstream ratios of phospho-STAT5A and phospho-STAT5B may be distinct, (2) kinetic differences; IL-15 may trigger faster or longer p-STAT5 responses, and (3) engagement of parallel signaling pathways like AKT and mTOR. A similar trend emerged when comparing across lineages; IL-7 mobilizes many of the same transcripts in both CD4^+^ and CD8^+^ T cells, but also has divergent effects, and, again, the scale of divergence is influenced by differentiation state. Thus, we present evidence for cytokine-specific STAT5 activities (e.g., differences between IL-7 and IL-15 in CD8^+^ T cells), lineage-specific STAT5 activities (e.g., differences between IL-7 in CD4^+^ and CD8^+^ T cells), and cell-state-specific STAT5 activities (e.g., differences between IL-7 in CD8^+^ Tnv versus Tcm cells).

We also devised an 85-gene core signature comprised of STAT5-regulated genes evident across cytokines and CD8^+^ T cell differentiation states. To test it, we probed a single-cell RNA-seq dataset that captures CD8^+^ T cells responding to LCMV infection, a gold standard model for cytotoxic T cell responses^64^. Remarkably, we found that our core signature was enriched in a single cluster of cells annotated as “early exhausted/effectors”. We also learned that this enrichment was driven mainly by signature elements derived from memory and IL-15 gene sets rather than naive and IL-7 genesets. Neither the core STAT5 signature nor any of its constituent genesets were enriched in “naive” or “exhausted” clusters, apart from “intermediate exhausted” cells. This is an intriguing result as it suggests that STAT5 signaling is gradually disabled as cells progress from early (or intermediate) to terminal exhaustion. Notwithstanding, it is apparent that our core signature and its constituents is indeed useful for detecting strong synchronized STAT5 responses associated with early T cell activation, as in early effectors. Taken together, our data again affirm the central role of STAT5 in CD8^+^ T cells and spotlight acute cytokine signaling as a driving force for effector and memory CD8^+^ T cell responses.

## Methods

### Experimental animals

STAT5 ‘allele’ mice were generated as described^30,35,42^. Briefly, mice lacking the entire STAT5 locus on one chromosome (*Stat5a/b*^*+/-*^) were crossed with mice lacking one allele of STAT5A (*Stat5a*^*+/−*^ *Stat5b*^*+/+*^) or STAT5B (*Stat5a*^*+/+*^ *Stat5b*^*+/−*^) to produce 8 allele combinations (Fig. 1A). We refer to each strain according to the alleles that were deleted, except for wild type controls (WT; *Stat5a*^*+/+*^ *Stat5b*^*+/+*^). Thus, AAB mice lack two alleles of STAT5A and one of STAT5B (*Stat5a*^*−/−*^ *Stat5b*^*+/−*^; always colored blue), while BBA mice lack two alleles of STAT5B and one of STAT5A (*Stat5a*^*+/−*^ *Stat5b*^*−/−*^; always colored orange). *Stat5a/b* ^flox/flox^ *Cd4-*Cre^*+/−*^ mice were generated as described^5^. *γc*^*−/−*^ *Rag2*^*−/−*^ mice were purchased from Taconic Farms. Based on power and size calculations (https://biostat.app.vumc.org/wiki/Main/PowerSampleSize), we determined that >7 mice per group must be included over at least three trials to adequately support the null hypothesis (i.e., no effect). This would be sufficient to detect an effect size of 3 standard deviations using a non-paired t-test or ANOVA. All experiments were unblinded, and animals were allocated to experimental groups based on genotypes. Randomization was not performed, and no animals were excluded. Whenever possible, experimental cohorts were littermates and/or co-housed. Both male and female mice were used and sex matched within cohorts. No other confounders were controlled against. We have complied with all relevant ethical regulations for animal use. Animals were housed, handled, and euthanized (C0_2_ asphyxiation followed by cervical dislocation) in accordance with NIH guidelines, and all experiments were approved by either the NIAMS or the University of Miami Animal Care and Use Committee.

### Cell purification and culture

Tissues were dissected from 8–16-week-old mice and processed to single cell suspensions. Mesenteric lymph nodes (mLN) and peripheral lymph nodes (pLN; inguinal, brachial, axillary, and superficial cervical lymph nodes) were mechanically dissociated through 70 uM cell strainers. Spleens were first mechanically dissociated, then red blood cells depleted by hypotonic lysis (Gibco/Life Technologies). Bone marrow was flushed from the rear femurs, and red blood cells were depleted by hypotonic lysis. CD4^+^ or CD8^+^ T cells were enriched by magnetic separation (Miltenyi kits) or cell sorting (as below). Ex vivo culture conditions for all experiments are detailed in Supplementary Data 5.

### Cytometry

For surface antigens, cells were stained and washed directly ex vivo in phosphate-buffered saline supplemented with 0.5% bovine serum albumin and 0.1% sodium azide. For intracellular antigens, naive cells (CD3^+^, CD8α^+^, CD44^low^, CD62L^high^) were sorted from pooled LN and spleens, stimulated with plate-bound anti-CD3ε and anti-CD28 (1 μg/ml each) in the presence of human IL-2 (100 U/ml; NIH/NCI BRB Preclinical Repository) for 48 h, then fixed and permeabilized with Cytofix/Cytoperm (BD Biosciences). The following fluorochrome labelled antibodies were used: anti-CD4 Pacific Orange (ThemoFisher, 1:500 dilution, clone: RM4-5, cat: MCD0430), anti-CD8*α* APC-Cy7 (Biolegend, 1:500 dilution, clone 53-6.7, cat 100714), anti-CD3*ε* PerCP-Cy5.5 (Biolegend, 1:200 dilution, clone 145-2C11, cat 100328), anti-CD45.1 Pacific Blue (Biolegend, 1:500 dilution, clone A20, cat 110722), anti-CD45.2 PE/Dazzle 594 (Biolegend, 1:500 dilution, clone 104, cat 109845), anti-CD44 APC (Biolegend, 1:500 dilution, clone IM7, cat: 103012), anti-CD62L PE-Cy7 (ThemoFisher, 1:500 dilution, clone MEL-14, cat: 25-0621-82), anti-CD127 PE-Cy7 (Biolegend, 1:200 dilution, clone A7R34, cat 135014), anti-GZMA APC (ThemoFisher, 1:200 dilution, clone GzA-3G8.5, cat: 17-5831-82), anti-CD25 PE (Biolegend, 1:500 dilution, clone PC61, cat: 102007), anti-EOMES eflour450 (ThemoFisher, 1:200 dilution, clone Dan11mag, cat: 48-4875-82), anti-TBET PE-Cy7 (Invitrogen, 1:200 dilution, clone: 4B10, cat: 25-5825-80), anti-CD19 Alexa700 (BD, 1:500 dilution, clone: 1D3, cat: 557958). Dead cells were excluded using Live/Dead Aqua (Invitrogen) or Zombie NIR (Biolegend).

### STAT5 measurements

Total STAT5 protein was measured in splenocytes directly ex vivo. Cells were fixed with 2% formaldehyde, permeabilized with 100% methanol, then stained with a rabbit polyclonal IgG that recognizes both STAT5A and STAT5B (sc-835; 1:500 dilution; Santa Cruz Biotechnology) in conjunction with Phycoerythrin labelled goat anti-rabbit IgG for detection (ac-3739; 1:2000 dilution; Santa Cruz Biotechnology). Normal rabbit IgG was used as a negative control (ac-2027; Santa Cruz Biotechnology). For tyrosine-phosphorylated STAT5, splenocytes were treated ex vivo with mouse IL-7 or IL-15 for 1 h (10 ng/ml each; R&D Systems), then fixed with 2% formaldehyde, permeabilized with 100% methanol, and stained with Alexa Fluor 647-labelled anti-human/mouse pY694 STAT5 (Clone 47; 1:50 dilution; BD Biosciences). Ratios of STAT5A and STAT5B were calculated as before^30^. Briefly, mean fluorescence intensity values for *Stat5a*^−/−^ *Stat5b*^+/−^ (AAB) or *Stat5a*^+/−^ *Stat5b*^−/−^ (BBA) cells were first divided by mean fluorescence intensity values for WT controls (WT) to produce fold-change values, which were then divided by one another, converted to percentages, and presented as donut plots.

Transcriptome data for mouse naive and effector/memory CD8^+^ T cells was generated in house (Tnv = CD3^+^, CD4^-^ CD8^+^ CD44^low^ CD62L^high^, Tcm = CD3^+^, CD4^−^ CD8^+^ CD44^high^ CD62L^high^, Tem = CD3^+^, CD4^−^ CD8^+^ Cd44^high^ CD62L ^low^) or sourced from the Immunological Genome Project (Tnv = T_8_Nve_Sp, Tem = T8_Tem_LCMV_d180_Sp, Tcm = T8_Tcm_LCMV_d180_Sp, mouse RNA-seq: http://www.immgen.org). Transcriptome data for human naive and effector/memory T cells were sourced from the Immunological Genome Project (CD8 Tnv = Blood_T.8Nve.CD3 + 8 + RA + 62L + , CD8 Tem = Blood_T.8EffMem.CD3 + 8 + RA-62L-, human RNA-seq: http://www.immgen.org), or the Database of Immune Cell Expression, Expression quantitative trait loci (eQTLs) and Epigenomics (DICE: https://dice-database.org, naive cell data only). Normalized expression values (RPKM, FPKM, or TPM) for *Stat5a/STAT5A* and *Stat5b/STAT5B* were averaged, then divided by one another to generate a paralog ratio, which was converted to a percentage and presented as donut plots.

### Bone marrow chimeras

Lineage positive cells were depleted from WT (CD45.1 or CD90.1 congenic), *Stat5a*^*−/−*^ *Stat5b*^*+/−*^ (AAB) or *Stat5a*^*+/−*^ *Stat5b*^*−/−*^ (BBA) bone marrow by negative selection using Miltenyi Lineage Cell Depletion Kit, supplemented with biotinylated anti-CD335 and anti-CD25. Cells were then washed and re-suspended in PBS before WT, and KO cells were mixed (1:5 WT to KO ratio) and intravenously injected into sex-matched *γ*c−/− *Rag2*−/− hosts (2 × 10^5^ total cells per mouse in 300 μl PBS). Engraftment was measured 8–12 weeks later in the spleens.

### RNA-seq

Naive (CD3^+^, CD4^+^, or CD8α^+^, CD44^low^, CD62L^high^), central memory (CD3^+^, CD4^+^, or CD8α^+^, CD44^high^, CD62L^high^) and effector memory (CD3^+^, CD8α^+^, CD44^high^, CD62L^low^) T cells were sorted from pooled LN and spleens (>95% purity), then either processed directly ex vivo or cultured for 12–18 h with IL-7 or IL-15 (10 ng/ml each; R&D Systems). Ex vivo culture conditions are further detailed in Supplementary Data 5. 2–4 biological replicates were collected for each experimental group with similar numbers of cells per replicate (20–100 × 10^3^, depending on group/condition). These were lysed in Trizol reagent and total RNA purified by phenol-chloroform extraction with GlycoBlue as co-precipitant (7–15 μg per sample; Life Technologies). Poly(A)+ mRNA was then enriched by oligo-dT-based magnetic separation, and single-end read libraries were prepared with NEBNext Ultra RNA Library Prep Kit (New England Biolabs). Sequencing was performed with HiSeq 2500 (Illumina), then 50 bp reads (20–50 × 10^6^ per sample) aligned to the mouse genome build mm10 with *tophat2* (version 2.1.1), assembled with *cufflinks*, and gene-level counts compiled with *htseq-count* (version 2.0.3). To minimize normalization artifacts, genes failing to reach an empirically defined count threshold were purged using *htsfilter* (version 1.32.0). 12–14 × 10^3^ genes were typically recovered post filtering, regardless of genotype or experimental group. Counts were normalized, and Differentially Expressed Genes (DEG) called by quasi-likelihood F testing using *edgeR* (version 3.34.0). DEG call denotes >1.5 fold pairwise change, and Benjamini-Hochberg (BH) adjusted *p* < 0.05. Transcripts per million (TPM) were compiled with *edgeR*. *clusterprofiler* (version 4.0.0) was used for hypergeometric testing (HGT) against the KEGG, GO, Reactome, Molecular Signatures (MSigDB) databases, or custom genesets (catalogued in Supplementary Data 1; usage detailed in Supplementary Data 2). Heatmaps were rendered with *pheatmap* (version 1.0.13). Venn and Euler plots rendered with *eulerR* (version 7.0.2). All other plots with *ggplot2* (version 3.3.5) or *Datagraph* (version 5.0).

### ChIP-seq

STAT5A and STAT5B ChIP-seq datasets were downloaded from the NCBI sequence read archive via GSE36882^7^. Reads were aligned using *bowtie2* (version 2.4.0), then non-redundant reads were mapped to the mouse genome mm9 using *macs2* (version 2.2.9.1) with ‘input’ controls as reference for peak calling. *Homer* (version 4.11) was used to annotate peaks and test for TF motif enrichments. Gene proximal peaks were defined as occurring within introns, exons, UTRs, or <10 kb of transcriptional start sites. Genome browser files were rendered with *IGV*. One of two biological replicates was used for all analyses.

### Retroviral transduction

Mutant mouse *Stat5a* (CA-STAT5A = S711F + H299R) was cloned into an MoMLV-based plasmid vector (MigR1) immediately before a dual internal ribosome entry sequence (IRES) and GFP cassette^6^. CA-STAT5A plasmid and pCL-Eco “helper” plasmid were then co-transfected into 293T cells (ATCC) using Lipofectamine (Invitrogen) and virus-containing supernatants collected 48 h later. For transductions, CD8^+^ T cells were stimulated with plate-bound anti-CD3ε and anti-CD28 (10 μg/ml each) for 24 h, exposed to viral supernatant for 1 h (at 2200 rpm, 18 °C), then cultured for a further 48 h in the presence of human IL-2 (100 U/ml). Viable GFP^+^ cells were then sorted and processed for RNA-seq.

### scRNAseq

scRNA-seq gene expression (GEX) count matrices were downloaded from NCBI via GSE188670^64^. Downstream analysis was performed with *seurat* using default function parameters, unless otherwise noted. Briefly, ribosomal transcripts were purged, then datapoints excluded if they had >10% mitochondrial transcripts, >15,000 total transcripts, >4000 genes per cell, or <500 genes per cells. Next, individual samples were merged into a single dataset, which was normalized and scaled using *scTransform*. Uniform Manifold Approximation and Projection (UMAP) reduction was then re-created using published XY coordinates at an empirically determined clustering resolution of 0.2. Cluster-defining markers were identified using *FindAllMarkers*. Feature and violin plots were rendered with *seurat*. *clusterprofiler* was used for pathway analysis, specifically hypergeometric testing of the top 400 markers enriched within each cluster (i.e., genes enriched in each cluster relative to all others) against custom STAT5 signature genesets (Supplementary Data 5).

### Statistics and reproducibility

Biological and technical replicates for all experiment detailed in Supplementary Data 6. At least two biological replicates are included for all experimental groups. Statistical variances and distributions were measured by paired *t* test or Kolmogorov–Smirnov test per Supplementary Data 6. Bonferroni correction was used to account for multiple testing in RNA-seq, ChIP-seq, and pathway analysis datasets. When present, error bars denote standard deviation across >2 biological replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1–7

Reporting Summary

Transparent Peer Review File

## Data Availability

All data needed to evaluate the conclusions presented in this paper are present herein and/or in the Supplementary Materials. For RNA-seq, gene-level transcript count Supplementary Data are deposited to GEO under accession number GSE319829. Due to logistical problems, raw FASTQ data for the RNA-seq studies are no longer available. Thus, we were able to upload only processed data to GSE319829 (i.e., gene level “counts”). Analysis packages and pipelines used to generate the processed data are described in the “Methods” section, and further details are available upon request.

# Supplementary material for: Asymmetry and redundancy of STAT5 paralogs across CD8+ T cell differentiation states
**Source:** Commun Biol. 2026 Apr 4;9:529. doi: 10.1038/s42003-026-09999-9
**Supplement:** Supplementary file 1 — Supplementary Information

**Title:** Asymmetry and redundancy of STAT5 paralogs across CD8<sup>+</sup> T cell differentiation states

**Authors:** Svetlana Ristin<sup>1,2\*</sup>, Molly Dalzell<sup>1,2\*</sup>, Christopher Armstrong<sup>1</sup>, Nisa Ilsin<sup>1</sup>, Antonio M. Fontanella<sup>1</sup>, Luis Niveló<sup>1,2</sup>, Lothar Hennighausen<sup>3</sup>, John J. O'Shea<sup>4†</sup> and Alejandro V. Villarino<sup>1,2†@</sup>

\* These authors contributed equally

† These authors jointly supervised this work

**Abstract:**

Fostering STAT5 signaling is key to immunotherapies that leverage CD8<sup>+</sup> T cell biology. Using mouse models, we demonstrate that the two mammalian STAT5 paralogs, STAT5A and STAT5B, are at once redundant and functionally distinct in CD8<sup>+</sup> T cells. Thus, they are *asymmetric paralogs*, exhibiting both widespread homology at molecular level and functional asymmetry at cellular level, with STAT5B emerging as dominant. For mechanisms, we determined that STAT5B is twice as abundant, accounting for two-thirds of the total STAT5 pool, and present evidence that it also has distinct, paralog-specific properties. We also defined cytokine- and cell state-restricted STAT5B functions and devised a core signature that spotlights key downstream properties and serves as bioinformatic probe. Together, these studies affirm the centrality of STAT5 in CD8<sup>+</sup> T cells, reveal common and circumscribed activities for STAT5A and STAT5B, and present a unifying model that foregrounds both redundancy and asymmetry.

**Brief:** STAT5 paralog dominance and redundancy in CD8<sup>+</sup> T cells

**Supplementary Information**

7 supplementary figures, 7 supplementary data:

**Supplementary Figure 1.** STAT5 deficiency markedly impacts CD8<sup>+</sup> T cells.

**Supplementary Figure 2.** Outgrowth of effector and memory CD8<sup>+</sup> T cells in STAT5-deficient mice.

**Supplementary Figure 3.** Asymmetric expression of STAT5 paralogs in CD8<sup>+</sup> T cells.

**Supplementary Figure 4.** Asymmetric function of STAT5 paralogs in CD8<sup>+</sup> T cells.

**Supplementary Figure 5.** Genes associated with only STAT5A or STAT5B are not paralog specific.

**Supplementary Figure 6.** Core STAT5 signature assembly and validation.

**Supplementary Figure 7.** Core STAT5 signature applied to scRNA-seq data.

**Supplementary Data 1.** Gene set catalogue

**Supplementary Data 2.** Gene set usage

**Supplementary Data 3.** Low amplitude DEG

**Supplementary Data 4.** ChIP-seq peak catalogue

**Supplementary Data 5.** *In vitro* culture conditions

**Supplementary Data 6.** Replicate and Statistics catalogue

**Supplementary Data 7.** Plot Supplementary Data

## Supplementary Figure Legends

**Fig. S1.** *STAT5 deficiency markedly impacts CD8<sup>+</sup> T cells.* (A) Flow cytometry contour plots show surface CD3 $\epsilon$  and CD19 proteins on live cells from pLN of *Stat5a/b*<sup>flox/flox</sup> *Cd4-Cre*<sup>+/-</sup> mice and littermate controls. (B) Box plots compile frequencies of CD3 $\epsilon$ <sup>+</sup> T cells, CD3 $\epsilon$ <sup>+</sup> CD4<sup>+</sup> T cells and CD3 $\epsilon$ <sup>+</sup> CD8<sup>+</sup> T cells in mLN, pLN and spleens. Replicate counts and statistical tests for all experiments are listed in Supplementary Data 6.

**Fig. S2.** *Outgrowth of effector and memory CD8<sup>+</sup> T cells in STAT5-deficient mice.* (A-B) Box plots compile frequencies of naïve, memory and effector CD8<sup>+</sup> T cells in (A) spleens or (B) bone marrow of STAT5 ‘allele’ mice. (C) Box plots compile frequencies of naïve and effector CD8<sup>+</sup> T cells in pLN and spleens of *Stat5a/b*<sup>flox/flox</sup> *Cd4-Cre*<sup>+/-</sup> mice and littermate controls. Replicate counts and statistical tests for all experiments are listed in Supplementary Data 6.

**Fig. S3.** *Asymmetric expression of STAT5 paralogs in CD8<sup>+</sup> T cells.* (A) Donut plots relay percentage of total mRNA accounted for by STAT5A or STAT5B in mouse CD8<sup>+</sup> Tnv (top row) or Tem/cm cells (bottom row) per ImmGen. (B) Mouse CD8<sup>+</sup> Tcm cells from pLN were pulsed with cytokines for 1h. Donut plots relay percentage of p-STAT5 or STAT5 mRNA accounted by STAT5A or STAT5B in total CD8<sup>+</sup> T cells (left), CD8<sup>+</sup> Tnv (center) or CD8<sup>+</sup> Tcm (right) downstream of IL-7 (top row) or IL-15 (bottom row). (C) Flow cytometry histograms show total STAT5 protein levels in total CD4<sup>+</sup> and CD8<sup>+</sup> cells of the indicated genotypes (Ctl = Isotype control). (D) Donut plots relay percentage of total mRNA accounted for by STAT5A or STAT5B in human CD4<sup>+</sup> (top) or CD8<sup>+</sup> (bottom) Tnv cells per DICE. (E) Flow cytometry histograms show total STAT5 protein levels across the lymphoid compartment in spleens of WT mice. Replicate counts and statistical tests for all experiments are listed in Supplementary Data 6.

**Fig. S4.** *Disparities between STAT5A and STAT5B deficient CD8<sup>+</sup> T cells.* (A) Flow cytometry contour plots show surface CD44 and CD62L on CD8<sup>+</sup> T cells from pLN. Naïve cells are defined as CD44<sup>low</sup> CD62L<sup>high</sup> (upper left), central memory cells as CD44<sup>high</sup> CD62L<sup>high</sup> (upper right) and effector cells as CD44<sup>high</sup> CD62L<sup>low</sup> (lower right). These were the markers and definitions used to sort CD4<sup>+</sup> and CD8<sup>+</sup> cells for RNA-seq (Fig. 4 and Fig. 7). (B) Positively regulated DEG were subjected to hypergeometric testing against the indicated databases (per Fig. 4C). Scatter plot shows enrichment q values for cytokine regulated genes across genotypes, cytokines and cell states (Y axis; blue = AAB versus WT, orange = BBA versus WT). All gene sets are catalogued in Supplementary Data 1 and usage detailed in Supplementary Data 2. Ex vivo culture conditions detailed in Supplementary Data 7. Replicate counts and statistical tests for all experiments are listed in Supplementary Data 6.

**Fig. S5.** *Genes bound only by STAT5A or STAT5B are not paralog specific.* (A-C) Venn plots compare DEG mobilized by CA-STAT5A in STAT5A-deficient CD8<sup>+</sup> T cells (DEG from Fig. 6A) to Peak-Associated Genes (PAG) linked to (A) STAT5A alone, (B) STAT5B alone or (C) both STAT5A and STAT5B (PAG from Fig. 5D). Genome browser histograms show representative examples. All STAT5A and STAT5B bound regions are catalogued in Supplementary Data 4. All gene sets are catalogued in Supplementary Data 1 and usage detailed in Supplementary Data 2. Ex vivo culture conditions for retroviral transduction are detailed in Supplementary Data 5. Replicate counts and statistical tests for all experiments are listed in Supplementary Data 6.

**Fig. S6.** *Core STAT5 signature assembly and validation.* (A) Stacked bar plot enumerates DEG in CD8<sup>+</sup> Tnv or Tcm cells relative to WT controls (blue stack = AAB versus WT; orange stack = BBA versus WT; DEG same as Fig. 4). (B-C) Venn plots compare DEG mobilized by (B) IL-7 or (C) IL-15 in naïve and memory CD8<sup>+</sup> T cells. (D) Stacked bar plot enumerates DEG in CD4<sup>+</sup> or CD8<sup>+</sup> T cells relative to WT controls (plot same as Fig. 7D).

(E-F) Venn plots compare DEG mobilized by IL-7 in (E) naïve or (F) memory T cells. (G) Positively regulated DEG from (D) were subjected to hypergeometric testing against the indicated databases (per Fig. 4C). Scatter plot shows enrichment  $q$  values for top STAT5-regulated pathways (X axis) across genotypes, cytokines, lineages and cell states (Y axis; blue = AAB versus WT, orange = BBA versus WT). (H) Heat map shows log2 fold change values for all elements of the core STAT5 signature in CD8<sup>+</sup> T cells across genotypes, cytokines and cell states. All gene sets catalogued in Supplementary Data 1 and usage detailed in Supplementary Data 2. Ex vivo culture conditions are detailed in Supplementary Data 5. Replicate counts and statistical tests for all experiments are listed in Supplementary Data 6.

**Fig. S7.** *Core STAT5 signature applied to scRNA-seq data.* (A) scRNA-seq UMAP projection segregates CD8<sup>+</sup> T cells responding to acute or chronic LCMV infection. Clustering and annotation are as published. Feature plots show module score enrichment for constituents of the 85 gene core STAT5 signature. (B) Feature plots show module score enrichment for unabridged (top) and top 50 (bottom) positive DEG from the indicated cytokine/state pairs. (C) Module score enrichment for unabridged (top) and top 50 (bottom) negative DEG. (D) Violin plots show enrichment of positive DEG sets within individual cells, across clusters. All gene sets catalogued in Supplementary Data 1.

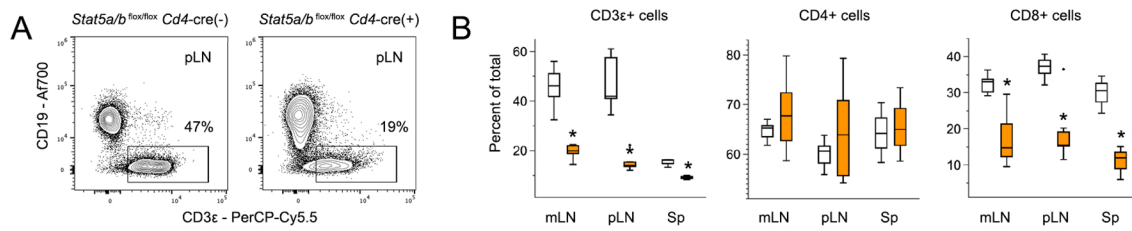

Figure S1

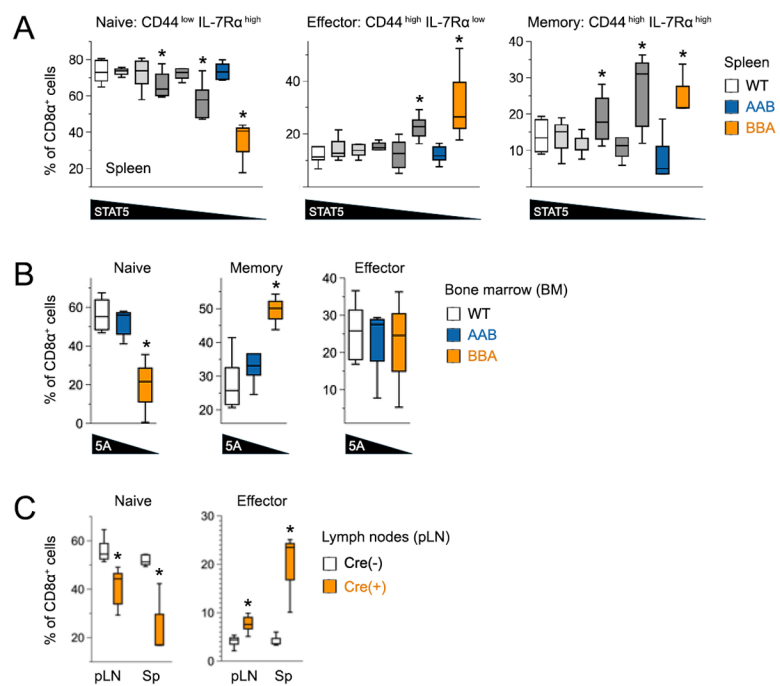

Figure S2

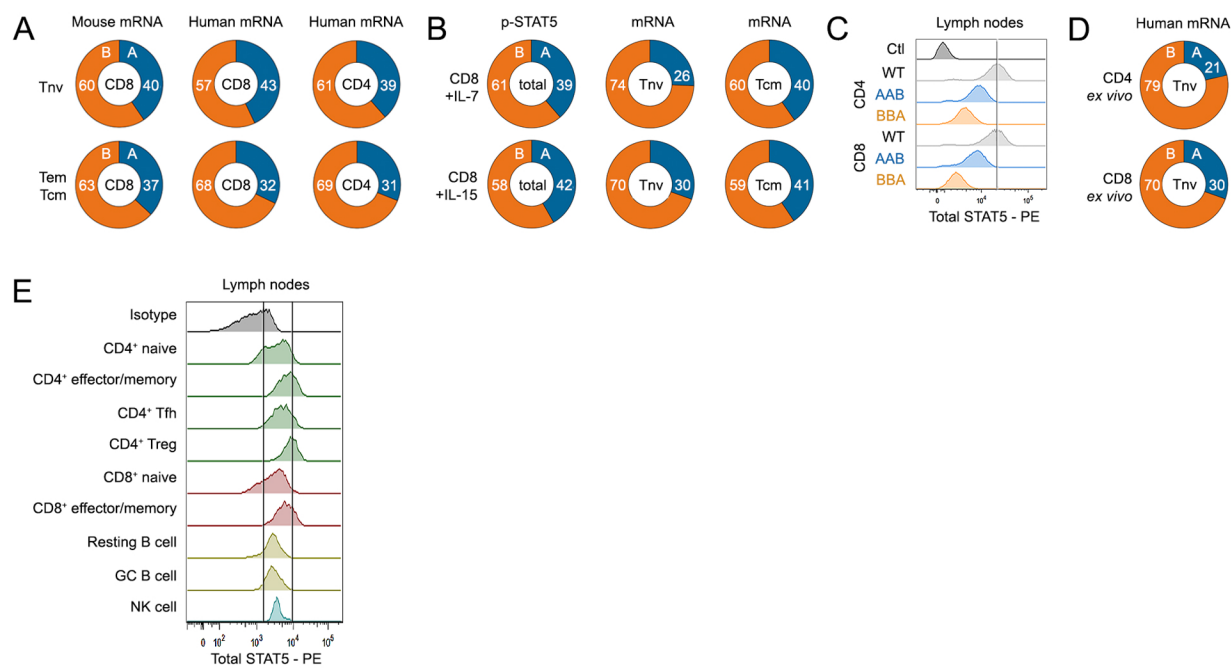

Figure S3

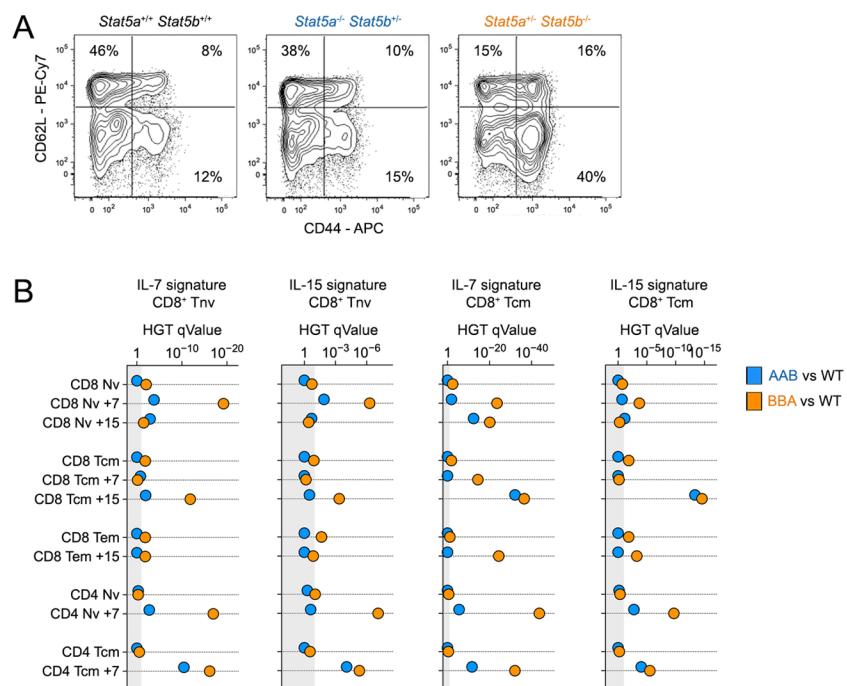

Figure S4

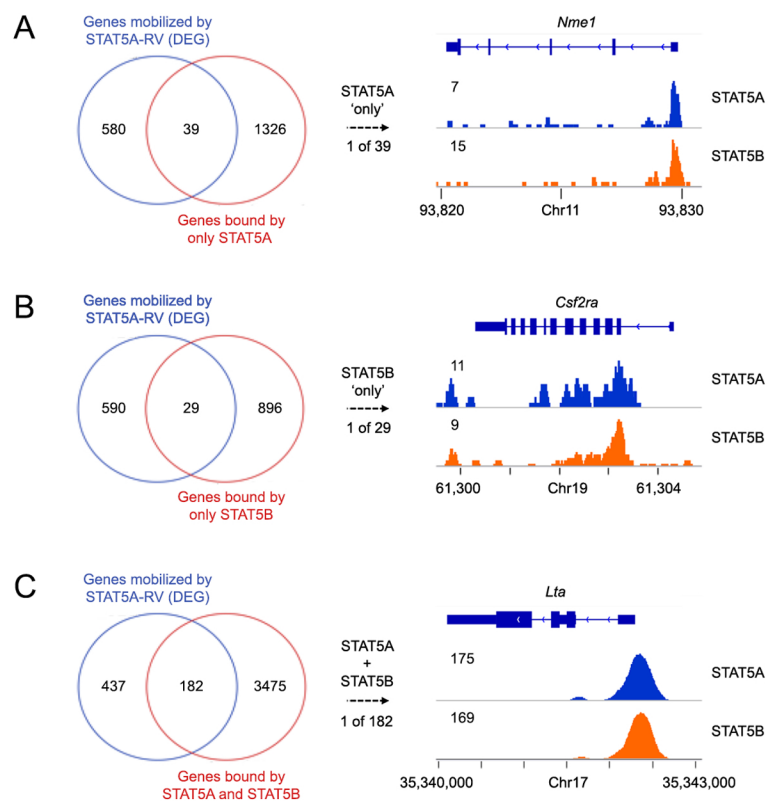

Figure S5

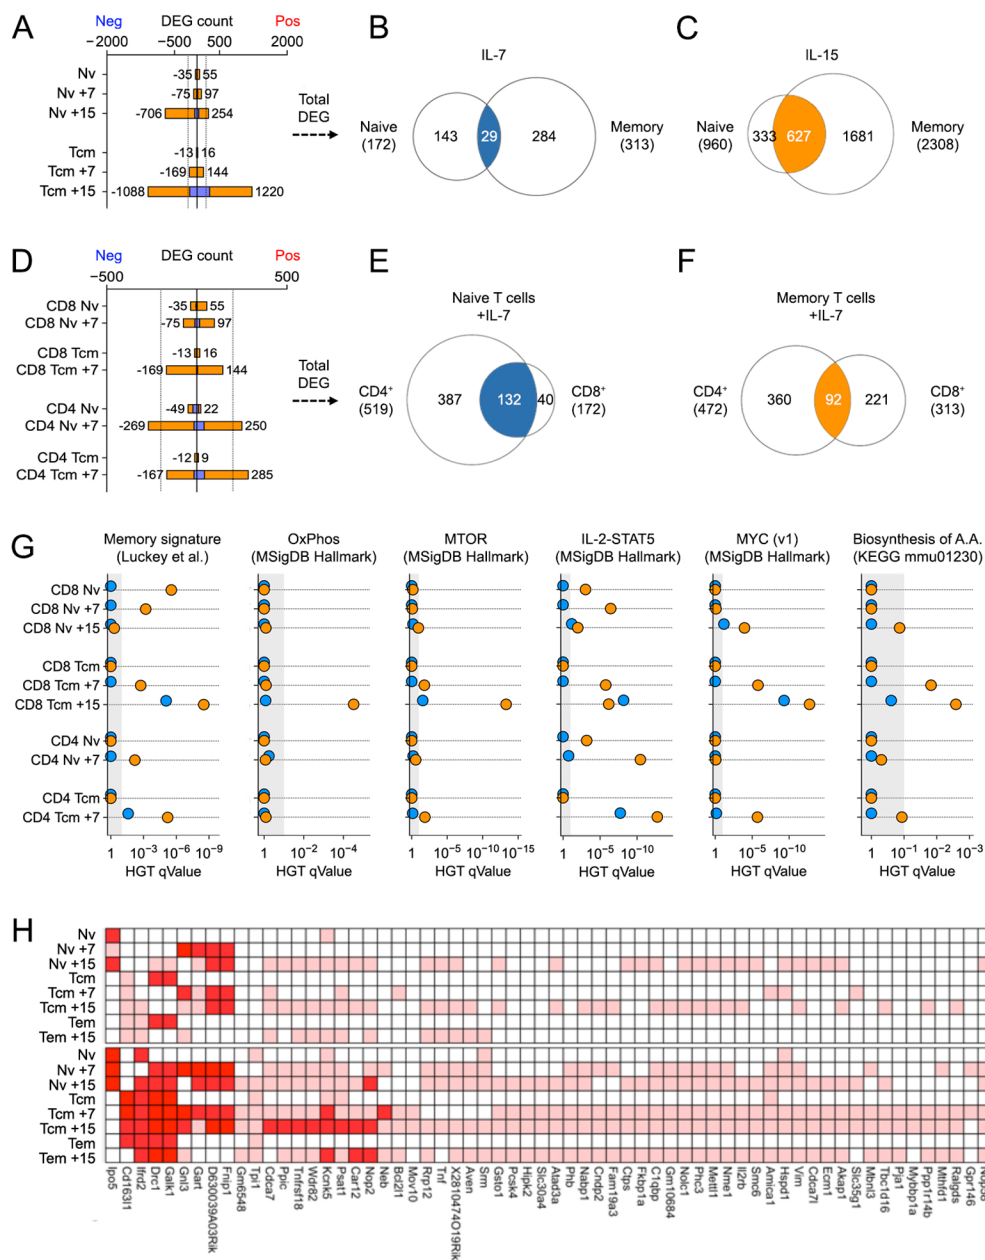

Figure S6

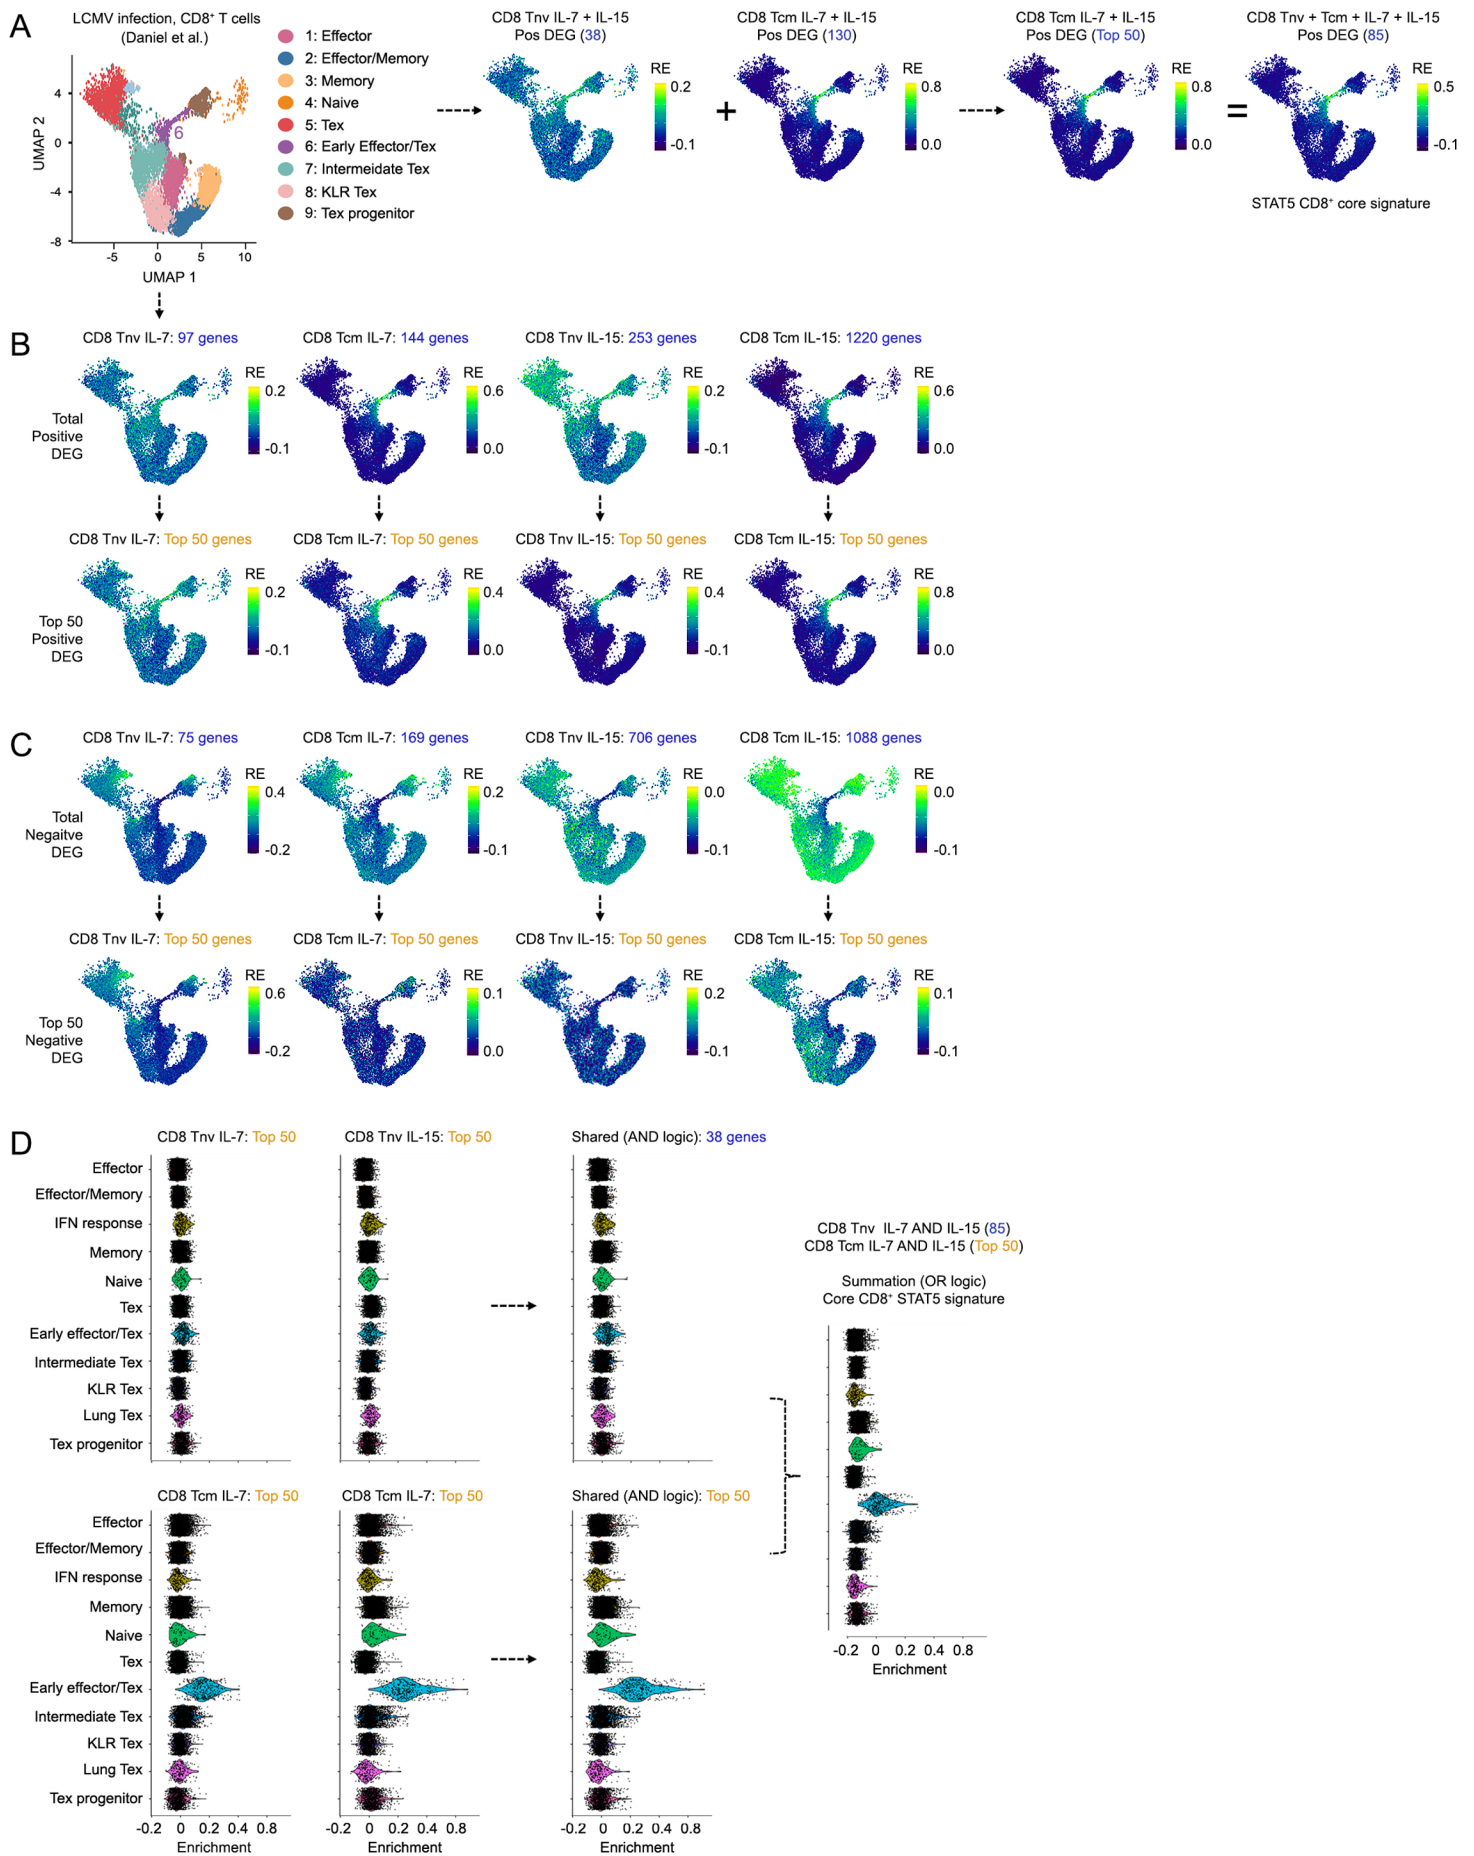

Figure S7

# Supplementary material for: Asymmetry and redundancy of STAT5 paralogs across CD8+ T cell differentiation states
**Source:** Commun Biol. 2026 Apr 4;9:529. doi: 10.1038/s42003-026-09999-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Gene set catalogue.

**File name:** Supplementary Data 2

**Description:** Gene set usage.

**File name:** Supplementary Data 3

**Description:** Low amplitude DEG.

**File name:** Supplementary Data 4

**Description:** ChIP-seq peak catalogue.

**File name:** Supplementary Data 5

**Description:** Ex vivo culture conditions.

**File name:** Supplementary Data 6

**Description:** Statistics catalogue

**File name:** Supplementary Data 7

**Description:** Plot tables.

# Supplementary material for: Asymmetry and redundancy of STAT5 paralogs across CD8+ T cell differentiation states
**Source:** Commun Biol. 2026 Apr 4;9:529. doi: 10.1038/s42003-026-09999-9
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Software used for data collection are listed under relevant sub-headings in the Methods section of the manuscript.                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | <div>Only freely available linux- and R-based analysis packages were used. Each is listed below and under relevant sub-headings in the Methods section of the manuscript.</div> <div>tophat2 2.1.1<br/>bowtie2 2.4.0<br/>htseq-count 2.0.3<br/>HTSFilter 1.32.0<br/>edgeR 3.34.0<br/>clusterProfiler 4.0.0<br/>pheatmap 1.0.13<br/>macs2 2.2.9.1<br/>homer 4.11<br/>igv 2.15.13<br/>ggplot2 3.3.5<br/>datagraph 5.0<br/>eulerr 7.0.2</div> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All unprocessed data will be made available via public repositories and databases. All processed data will be made available by the authors upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Ex vivo studies included at least 4 mice per group (i.e. biological replicates) assayed over at least 3 trials (i.e. experimental repeats). In vitro studies included at least 2 mice per group assayed over at least 2 trials. These minimums were chosen to accommodate statistical analysis by t test or ANOVA. RNA-seq studies included either 2 or 3 mice per group assayed over 2 or 3 trials. Both scenarios accommodate robust quasi-likelihood F testing, as described in the Methods section of the manuscript. Total number of replicates and repeats and for each set of experiments is listed in Supplemental Table 6. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | To ensure reproducibility, all transgenic animal strains were inbred to a uniform genetic background (C57Bl/6), then co-housed under specific pathogen free conditions. Whenever possible littermates were used for experiments. All reagents were validated by either manufacturers or in house.                                                                                                                                                                                                                                                                                                                                   |
| Randomization   | Animals were selected for experimental groups based on genotypes, with different sets of experiments requiring different groups of genotypes.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Experimental groups were not blinded because genotypes had to be pre-determine in order to know which (and how many) of each would be available for a given experiment.                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Target, fluorochrome and clone for all antibodies used are listed below. This information will be added to the Methods section upon revision, along with Fluorochrome labels for relevant figures.

CD4 - Pacific Orange - ThermoFisher, clone: RM4-5, cat#: MCD0430  
 CD8a - APC-Cy7 - Biolegend, clone: 53-6.7, cat#: 100714  
 CD3e - PerCP-Cy5.5 - Biolegend, clone: 145-2C11, cat#: 100328  
 CD45.1 - Pacific Blue - Biolegend, clone: A20, cat#: 110722  
 CD45.2 - PE/Dazzle 594 - Biolegend, clone: 104, cat# 109845  
 CD44 - APC - Biolegend, clone: IM7, cat#: 103012  
 CD62L - PE-Cy7 - Thermo, clone: MEL-14, cat#: 25-0621-82  
 CD127 (IL-7R) - PE-Cy7 - Biolegend, clone: A7R34, cat#: 135014  
 GZM-A - APC - ThermoFisher, clone: GzA-3G8.5, cat#: 17-5831-82  
 IL-2Ra - PE - Biolegend, clone: PC61, cat#: 102007  
 Eomes - e450 - Thermo, clone: Dan11mag, cat#: 48-4875-82  
 Tbet - PE-Cy7 - invitrogen, clone: 4B10, cat#: 25-5825-80  
 CD19 - Af700 - BD, clone: 1D3, cat#: 557958

## Validation

Specificity of all antibodies was validated by manufacturers and further verified through positive and negative controls built into all assays.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Species, strain, and age of all experimental animals is detailed in the Methods section of the manuscript.

## Wild animals

N/A

## Reporting on sex

As noted in the Methods section, both female and male mice were used. We found no evidence that sex influence the reported findings.

## Field-collected samples

N/A

## Ethics oversight

All necessary approvals and oversight are described in the Methods section of the manuscript

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

N/A

## Novel plant genotypes

N/A

## Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Samples for surface, intracellular and intranuclear cytometry were prepared using standard protocols, as described in the Methods section.

Instrument

All cytometry data was collected on 4- or 5-laser Cytex Aurora cytometers.

Software

All cytometry data was analyzed using FlowJo 10.10.

Cell population abundance

CD4+ and CD8+ cells are abundant in lymphoid tissues and easily identified by surface expression of these markers. For retroviral transduction experiments, only GFP+ cells were considered, typically constituting 20-50% of all cells.

Gating strategy

All gating strategies are described in the Results, Methods and/or Figure Legends.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

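RNA-seq libraries of CD8+ T cells (48), naive CD4+ T cells (15) and cells transduced with retrovirus (4) were analysed, the first 2 sets from WT, AAB and BBA mice. The series has 69 samples, of which 67 could be mapped to a condition from the sample labels and the paper. The other 2, both of CD4+ cells, have labels that contradict each other on the cytokine and entered no comparison. Memory CD4+ T cells, ChIP-seq, single-cell data, flow cytometry and pathways were not analysed here.

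The authors deposited counts of reads per gene symbol, without normalization, in one table for each of the 3 sets of libraries. According to the paper's methods they sequenced single-end 50 bp reads of poly(A)+ RNA, aligned them to the mouse genome mm10 with tophat2 and counted them with htseq-count. The annotation and the use of strand are not given in the paper's text. The counting rules for reads that fit several genes could split reads between paralogs and pseudogenes, such as Stat5a and Stat5b or Gm5779, and between overlapping genes, and values of these genes are uncertain to that extent. Only the retrovirus table holds summary rows, which took 67.0% to 68.4% of each of its columns and stayed out of library sizes and tests. In these libraries 58.2% to 59.5% of the reads with a unique position were on no gene. The tables share 24309 symbols.

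Total counts on genes were 5926139 to 25612758 in the CD8+ libraries, 6705004 to 34118295 in the CD4+ libraries and 11020965 to 16516525 in the retrovirus libraries. Intervals of shares of counts are 95% Wilson intervals, and intervals of class medians are 95% binomial intervals of a median from order statistics. Intervals and count floors (3 counts) cover counting error only.

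Each condition was fitted by itself with its 3 genotypes in edgeR 4.0.16 under R 4.3.3, with TMM normalization and the quasi-likelihood functions in their older form, without a replicate block. Genes were filtered first by the rule of HTSFilter, which was re-implemented: among 100 thresholds from 1 to 200 normalized counts, the one with the highest Jaccard index between replicates after smoothing (loess, span 0.3) was taken, and genes above it in any library were kept. The thresholds were 40.2 to 105 normalized counts. A gene was called when it differed by more than 1.5-fold with a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are of WT over the deficient genotype, of AAB over BBA, or of CA-STAT5A over empty vector. Interactions were fitted on the 12 libraries of 2 conditions, and WT responses on the WT libraries of one cell state. Levels are given as CPM, counts scaled to a common library total, which for named genes is the TMM-normalized total. For targeted and marker genes it is also a normalized total and not the plain total on genes. Stat5a in replicate 1 of WT Tnv without cytokine, for example, is 110.02 CPM from 1405 counts, with 14137458 counts on genes.

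The genes the text names were fixed by a rule: 39 genes that the paper names for these data, and for each comparison up to 3 genes in each direction with the largest fold change among calls with a mean of at least 50 normalized counts and no overlap between the groups' libraries. Genes named outside this rule are said to be so. Gene positions and exon lengths come from the GRCm38 annotation. Marker lists of B cells, myeloid cells, erythroid cells, NK cells, the CD4 and CD8 lineages, sex, cell state and proliferation were fixed with that rule, and lists of further NK cell and T cell genes and of interferon-induced genes were added later.

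The method was tested on simulated counts with 200 changed genes in 6 conditions. Each changed gene had a mean of at least 50 counts and differed by 2-fold or more. The method recovered 65.0% to 93.5% of the changed genes with 3 to 14 false calls. DESeq2 1.42.0 recovered 79.5% to 96.0% with 10 to 37 false calls. Recovery of smaller changes, down to the 1.5-fold limit, and of changes in genes with fewer counts was not measured. Random steps used the seed 20260101. The alternatives were filterByExpr or no filter in place of the Jaccard filter, DESeq2 size factors in edgeR, DESeq2 in place of edgeR, the edgeR 4 quasi-likelihood, one fit over all libraries of a lineage, a replicate block, Bonferroni adjustment, which the paper's statistics section names, a limit of more than 2-fold, and leaving out each library in turn. For the signature, the classes of fold changes and the Stat5b share, another ranking, the mean in place of the largest value, and raw counts were tried. A sex term, a limit from silent gene families and a replicate block within each condition were added later. Whether the replicate numbers of the labels pair the libraries was checked by the correlation across genes of the deviations of same-numbered libraries from their group means. It was 0.134 to 0.713 in all 21 pairs of groups of the CD8+ conditions outside Tcm with IL-7, 0.188 to 0.563 in CD4+ cells, and −0.0273 to 0.376 in Tcm with IL-7, where 1 of 3 pairs exceeded 0.1. Between Tnv and Tcm with IL-15 it was 0.209 to 0.634, between cultures without cytokine and with IL-15 it was 0.211 to 0.699, and between Tnv with IL-7 and with IL-15 it was −0.226 to 0.123. The numbers were therefore taken to pair the libraries within these conditions other than Tcm with IL-7. The paper's reporting summary states that mice for RNA-seq were assayed over 2 or 3 trials, without tying a number to a trial.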

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

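Of the tests in this part, those of CD4+ T cells in the WT library and of the more positive interactions against their share were set out before their result was seen, and the others were chosen after it.

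The 4 libraries labelled as CD8+ T cells with retrovirus hold a signal that the paper does not discuss. Ncr1, a receptor of natural killer (NK) cells, was at 1143 to 1442 CPM (counts scaled to a normalized library total). None of the 48 other CD8+ libraries exceeded 4.82 CPM. Low depth is excluded as the cause, since the lowest of the 4 libraries holds 11020965 counts, within the range of the others. CD8+ T cells that lost only Cd8a and Cd8b1 in culture are argued against by a list of 7 other T cell genes. All 7 lie below the lowest of the other CD8+ libraries in each of the 4, with Bcl11b at 17.1 to 31.2 CPM against at least 277 and Themis at 0.987 to 3.37 against at least 153. Of 10 genes of NK cells, 8 exceed the highest of the other CD8+ libraries in all 4, among them Klrk1 at 842 to 959 CPM (at most 105), Tyrobp at 607 to 671 (at most 18.3) and Klrd1 at 381 to 617 (at most 120). Of the 4 genes listed before the values were seen, 2 are above, while Klra8 and Klra4 are at 0.123 CPM or less, and of the 6 genes added after it all 6 are above. The CD8+ libraries also express 2 of the 10 above a median of 10 CPM, Klrd1 (median 57.0) and Klrk1 (median 35.7). A candidate explanation is therefore that the sequenced cells were mainly NK cells, which stays a hypothesis because it was found and tested on the same data. Myeloid transcripts are present as well, with Itgam at up to 1286 CPM, which NK cells may also express. No biological explanation was tested. CD8+ T cells as the main population of the 4 libraries are excluded by the levels of Cd8a (at most 3.14 CPM, against at least 712 in the other CD8+ libraries), Cd8b1 (1.57 against 494), Cd3e (14.7 against 314) and Themis. Cd3d and Cd3g came closest, at up to 94.9 and 101 CPM against at least 232 and 267, so a minor share of T cells stays open. The calls between CA-STAT5A and empty vector are thus calls within another main population, whose identity remains the hypothesis above.

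Replicate 2 of WT Tnv cells with IL-15 held Cd4 at 241.7 CPM, while replicate 1 held 6.76. The 50 genes highest in CD4+ over CD8+ WT naive cells with IL-7 had a median log2 difference of 1.34 between replicate 2 and replicate 1, and 47 of the 50 were higher, while the highest of 10000 random lists of genes of similar level reached 0.24. The 50 genes highest in CD8+ cells had a median of −0.56. From the levels of Cd4, Cd8a and Cd8b1 the share of such cells would be 36.2%, 40.8% or 45.5%. These values are consistent with CD4+ T cells in this library, and no other explanation was tested. The share sets a limit on the WT level in Tnv with IL-15. The mean of the 2 WT libraries can thereby have dropped by 0.37 on the log2 scale at most, for genes absent from CD4+ cells. No biological explanation was tested.

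The effect of BBA differed between IL-15 and IL-7 in Tnv for 108 genes by the interaction test, 29 of them more positive and 79 more negative with IL-15. CD4+ T cells in 1 WT library do not account for them. Without that library, 79 of the 79 genes with a more negative difference still differed by more than 1.5-fold in the same direction. All 29 genes with a more positive difference exceed what a share of 45.5% gives. Sex and cohort stay open, because all 6 Tnv libraries with IL-7 are male and all 6 with IL-15 are female, so that sex and cytokine cannot be told apart. Depth also differs, with 7125235 and 7998272 counts in the BBA libraries with IL-15. A further difference is the summed level of gene families silent in T cells, such as olfactory receptors. With IL-15 it was 1705 ± 926 CPM (SD, n = 2) in BBA and 452 ± 86.9 (SD, n = 2) in WT. With IL-7 it was 340 ± 68.2 (SD, n = 2) and 432 ± 12.6 (SD, n = 2). Whether such a background adds to the 79 more negative genes was not tested. In one fit over all libraries 106 genes were called, with no filter on low counts 504, and with a replicate block within each culture 179. That the cytokines differ in effect is the biological explanation the design names, and it remains among the open ones.

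In Tcm the effect of BBA differed between IL-15 and IL-7 for 13 genes. Named after their values were seen, they are Cd274, Coro2a, Gbp2, Gbp5, Gbp6, Gm12250, Ifi47, Irgm1, Irgm2, Rbl1, St8sia1, Tgtp2 and Wars, most of which are known as interferon-induced genes. All but Coro2a (−5.51) were more positive with IL-15. The libraries with IL-7 are mixed in sex, with both WT libraries male and 1 of 2 female in AAB and in BBA, while those with IL-15 are female, and an interaction with a sex term was not run. A difference between mice in interferon exposure could also give this pattern. In the female BBA library with IL-7 the median of a list of interferon-induced genes was 0.016 above WT on the log2 scale and in the male one 0.67, while the WT libraries lay 0.35 from their mean, so that sex, cohort and cytokine cannot be told apart.

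Between Tcm and Tnv the effect of BBA differed for 2 genes with IL-7 and for 20 genes with IL-15. The 2 genes, named after their values were seen, are Gm5779 (chromosome 10 of GRCm38, 75344472 to 75353033) and Crybg3, which was more negative in Tcm (adjusted p = 0.0356 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm5779 had 2 counts in each WT Tnv library with IL-7 and is a pseudogene that can share reads with other genes, so its fitted difference is no bound. The 20 genes were all more positive in Tcm. Named after their values were seen, they include Mcm3, Mcm5, Cdc6, Chek1, Hells and Atad5, which act in DNA replication, with a difference of 2.12 for Mcm5 (chromosome 8, 75109569 to 75128439). The libraries of both states with IL-15 are female. CD4+ T cells in 1 WT Tnv library are not the cause, since without that library 20 of the 20 still differed by more than 1.5-fold in the same direction. The lower depth of the Tnv BBA libraries was not tested as a cause. With DESeq2 in place of edgeR, the interaction of state was called for 212 genes with IL-7 and 261 with IL-15, and in one fit over all libraries for 274 and 55. With the replicate block 339 genes were called with IL-15. A difference between the states in how STAT5B deficiency affects proliferation may underlie these genes and remains a hypothesis.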

How the results depend on the processing

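The alternatives to the filter, the normalization, the test, the fit, the adjustment and the fold limit, and the fits that left out 1 library, were set out before the data were examined. The sex term, the limit from silent gene families and the block within each condition were chosen after seeing the data. A count was held to have moved when it differed by more than 1.5 times, and the value with the chosen processing stands in parentheses after each moved value. A chosen set of log2 fold changes of named genes was followed across the alternatives, and none of these reversed its sign. Other named genes and comparisons were not followed. Signs were not compared in the fits that left out 1 CD8+ or retrovirus library. Of all values that answer a comparison, 255 stayed within that limit, or within the spread between replicates, and 270 moved. DESeq2 size factors in edgeR moved none of them, no contrast's share of positive calls by more than 10 percentage points, and the median log2 fold change of all genes of no contrast by more than 0.1. BBA gave more DEG than AAB in each of the 8 CD8+ conditions under the alternatives that used all libraries, except in Tcm with IL-7 with a sex term.

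With filterByExpr in place of the Jaccard filter, which kept more genes, 17 counts rose and 4 fell, all 4 of the latter in Tem. AAB DEG came to 437 (72) in Tnv with IL-15, 11 (6) in Tcm with IL-7, 1 (2) in Tem without cytokine and 1 (2) in Tem with IL-15. BBA DEG came to 3730 (923) in Tnv with IL-15, 5404 (2334) in Tcm with IL-15 and 21 (179) in Tem with IL-15. Interaction calls came to 5 (2) for IL-7, Tcm minus Tnv. WT cytokine responses came to 103 (157) in Tem with IL-15. Genes called in any of the 8 conditions numbered 445 (259) positive in both genotypes, 2001 (1095) positive in BBA only, 439 (175) negative in both, 3902 (1376) negative in BBA only, 969 (616) called for AAB over BBA and 5882 (2455) in BBA only in either direction. Shared BBA DEG came to 138 (86) by IL-7 and IL-15 in Tnv, 402 (255) by IL-7 and IL-15 in Tcm, 2591 (635) by Tnv and Tcm with IL-15 and 34 (15) by both cytokines and both states. Signature counts were 110 (61) in its Tnv part and 257 (130) in the Tcm set before ranking. The cause was not tested.

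Each count that moved with no filter on low counts was higher. AAB DEG rose to 202 (16) in Tnv without cytokine, 566 (26) in Tnv with IL-7, 1289 (72) in Tnv with IL-15, 119 (4) in Tcm without cytokine, 714 (6) in Tcm with IL-7, 1046 (427) in Tcm with IL-15, 359 (2) in Tem without cytokine and 51 (2) in Tem with IL-15. BBA DEG rose to 723 (268) in Tnv without cytokine, 1001 (273) in Tnv with IL-7, 4936 (923) in Tnv with IL-15, 379 (28) in Tcm without cytokine, 2218 (312) in Tcm with IL-7, 6508 (2334) in Tcm with IL-15, 699 (21) in Tem without cytokine and 565 (179) in Tem with IL-15. In CD4+ cells DEG rose to 362 (36) for AAB without cytokine, 501 (115) for BBA without cytokine and 132 (58) for AAB with IL-7. CA-STAT5A calls rose to 1609 (686). Interaction calls rose to 504 (108) for Tnv, IL-15 minus IL-7, 71 (13) for Tcm, IL-15 minus IL-7, 660 (2) for IL-7, Tcm minus Tnv and 118 (20) for IL-15, Tcm minus Tnv. WT cytokine responses rose to 1314 (605) in Tnv with IL-15, 797 (41) in Tcm with IL-7, 758 (0) in Tcm with IL-15 and 537 (157) in Tem with IL-15. Taken over the 8 conditions there were 211 (13) positive in AAB only, 1019 (259) positive in both genotypes, 2420 (1095) positive in BBA only, 150 (32) negative in AAB only, 1581 (175) negative in both, 4173 (1376) negative in BBA only, 2260 (616) called for AAB over BBA, 1114 (399) called in BBA only and for AAB over BBA, 6542 (2455) in BBA only in either direction and 361 (45) in AAB only in either direction. Shared BBA DEG rose to 487 (86) by IL-7 and IL-15 in Tnv, 1684 (255) by IL-7 and IL-15 in Tcm, 505 (47) by Tnv and Tcm with IL-7, 3411 (635) by Tnv and Tcm with IL-15, 274 (15) by both cytokines and both states and 448 (170) by CD4+ and CD8+ naive cells with IL-7. Signature counts were 319 (61) in its Tnv part, 862 (130) in the Tcm set before ranking, 351 (106) in the whole signature and 153 (58) of it positive in CD4+ cells. The cause was not tested.

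DESeq2 in place of edgeR gave more calls in the counts that moved. AAB DEG became 84 (16) in Tnv without cytokine, 243 (26) in Tnv with IL-7, 514 (72) in Tnv with IL-15, 66 (4) in Tcm without cytokine, 251 (6) in Tcm with IL-7, 182 (2) in Tem without cytokine and 199 (2) in Tem with IL-15. BBA DEG became 607 (273) in Tnv with IL-7, 217 (28) in Tcm without cytokine, 1286 (312) in Tcm with IL-7, 279 (21) in Tem without cytokine and 805 (179) in Tem with IL-15. In CD4+ cells DEG became 122 (36) for AAB without cytokine, 221 (115) for BBA without cytokine and 161 (58) for AAB with IL-7. Interaction calls became 360 (108) for Tnv, IL-15 minus IL-7, 80 (13) for Tcm, IL-15 minus IL-7, 212 (2) for IL-7, Tcm minus Tnv and 261 (20) for IL-15, Tcm minus Tnv. WT cytokine responses became 403 (41) in Tcm with IL-7, 337 (0) in Tcm with IL-15 and 405 (157) in Tem with IL-15. Counts over all conditions became 107 (13) positive in AAB only, 511 (259) positive in both genotypes, 81 (32) negative in AAB only, 737 (175) negative in both, 1061 (616) called for AAB over BBA and 188 (45) in AAB only in either direction. Shared BBA DEG became 208 (86) by IL-7 and IL-15 in Tnv, 895 (255) by IL-7 and IL-15 in Tcm, 235 (47) by Tnv and Tcm with IL-7, 102 (15) by both cytokines and both states and 310 (170) by CD4+ and CD8+ naive cells with IL-7. Signature counts were 134 (61) in its Tnv part, 443 (130) in the Tcm set before ranking and 171 (106) in the whole signature. The cause was not tested.

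One fit over all libraries of a lineage, not run for CA-STAT5A, replaces the spread of each condition by a shared one. AAB DEG reached 3 (16) in Tnv without cytokine, 187 (26) in Tnv with IL-7, 176 (72) in Tnv with IL-15, 319 (6) in Tcm with IL-7, 261 (427) in Tcm with IL-15, 6 (2) in Tem without cytokine and 14 (2) in Tem with IL-15. BBA DEG reached 112 (268) in Tnv without cytokine, 632 (273) in Tnv with IL-7, 78 (28) in Tcm without cytokine, 2128 (312) in Tcm with IL-7, 49 (21) in Tem without cytokine and 861 (179) in Tem with IL-15. Interaction calls reached 45 (13) for Tcm, IL-15 minus IL-7, 274 (2) for IL-7, Tcm minus Tnv and 55 (20) for IL-15, Tcm minus Tnv. WT cytokine responses reached 455 (41) in Tcm with IL-7 and 587 (0) in Tcm with IL-15. In the union of conditions there were 71 (13) positive in AAB only, 448 (259) positive in both genotypes, 378 (616) called for AAB over BBA, 174 (399) called in BBA only and for AAB over BBA and 119 (45) in AAB only in either direction. Shared BBA DEG reached 227 (86) by IL-7 and IL-15 in Tnv, 1125 (255) by IL-7 and IL-15 in Tcm, 307 (47) by Tnv and Tcm with IL-7, 140 (15) by both cytokines and both states and 294 (170) by CD4+ and CD8+ naive cells with IL-7. Signature counts were 158 (61) in its Tnv part, 660 (130) in the Tcm set before ranking and 192 (106) in the whole signature. The cause was not tested for each count.

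Bonferroni adjustment in place of Benjamini-Hochberg adjustment lowered each count that moved, as a stricter limit must. AAB DEG fell to 6 (16) in Tnv without cytokine, 2 (26) in Tnv with IL-7, 2 (72) in Tnv with IL-15, 2 (4) in Tcm without cytokine, 2 (6) in Tcm with IL-7, 11 (427) in Tcm with IL-15, 1 (2) in Tem without cytokine and 1 (2) in Tem with IL-15. BBA DEG fell to 22 (268) in Tnv without cytokine, 9 (273) in Tnv with IL-7, 26 (923) in Tnv with IL-15, 3 (28) in Tcm without cytokine, 3 (312) in Tcm with IL-7, 137 (2334) in Tcm with IL-15, 2 (21) in Tem without cytokine and 2 (179) in Tem with IL-15. In CD4+ cells DEG fell to 7 (36) for AAB without cytokine, 16 (115) for BBA without cytokine, 12 (58) for AAB with IL-7 and 94 (522) for BBA with IL-7. CA-STAT5A calls fell to 12 (686). Interaction calls fell to 6 (108) for Tnv, IL-15 minus IL-7, 5 (13) for Tcm, IL-15 minus IL-7, 1 (2) for IL-7, Tcm minus Tnv and 2 (20) for IL-15, Tcm minus Tnv. WT cytokine responses fell to 116 (1999) in Tnv with IL-7, 22 (605) in Tnv with IL-15, 8 (41) in Tcm with IL-7 and 3 (157) in Tem with IL-15. The union of the conditions held 3 (13) positive in AAB only, 10 (259) positive in both genotypes, 111 (1095) positive in BBA only, 3 (32) negative in AAB only, 5 (175) negative in both, 46 (1376) negative in BBA only, 21 (616) called for AAB over BBA, 16 (399) called in BBA only and for AAB over BBA, 157 (2455) in BBA only in either direction and 6 (45) in AAB only in either direction. Shared BBA DEG fell to 1 (86) by IL-7 and IL-15 in Tnv, 0 (255) by IL-7 and IL-15 in Tcm, 0 (47) by Tnv and Tcm with IL-7, 10 (635) by Tnv and Tcm with IL-15, 0 (15) by both cytokines and both states and 7 (170) by CD4+ and CD8+ naive cells with IL-7. Signature counts were 1 (61) in its Tnv part, 0 (130) in the Tcm set before ranking, 1 (106) in the whole signature and 1 (58) of it positive in CD4+ cells.

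A limit of more than 2-fold also lowers counts by construction. AAB DEG dropped to 155 (427) in Tcm with IL-15. BBA DEG dropped to 135 (268) in Tnv without cytokine, 172 (273) in Tnv with IL-7 and 1108 (2334) in Tcm with IL-15. In CD4+ cells DEG dropped to 37 (58) for AAB with IL-7 and 253 (522) for BBA with IL-7. WT cytokine responses dropped to 872 (1999) in Tnv with IL-7, 272 (605) in Tnv with IL-15 and 87 (157) in Tem with IL-15. Across the 8 conditions there were 83 (259) positive in both genotypes, 510 (1095) positive in BBA only, 19 (32) negative in AAB only, 109 (175) negative in both, 904 (1376) negative in BBA only, 276 (616) called for AAB over BBA, 185 (399) called in BBA only and for AAB over BBA, 1408 (2455) in BBA only in either direction and 28 (45) in AAB only in either direction. Shared BBA DEG dropped to 43 (86) by IL-7 and IL-15 in Tnv, 155 (255) by IL-7 and IL-15 in Tcm, 27 (47) by Tnv and Tcm with IL-7, 417 (635) by Tnv and Tcm with IL-15, 5 (15) by both cytokines and both states and 109 (170) by CD4+ and CD8+ naive cells with IL-7. Signature counts were 28 (61) in its Tnv part, 64 (130) in the Tcm set before ranking and 27 (58) of it positive in CD4+ cells.

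The edgeR 4 quasi-likelihood moved only these counts. AAB DEG were 1 (2) in Tem without cytokine. WT cytokine responses were 2 (0) in Tcm with IL-15. The response of WT Tcm to IL-15 had 1311 genes at an unadjusted p under 0.05 with the chosen processing. The cause was not tested. With every Tcm gene in the signature it held 181 genes (106), by construction, and ranking by the IL-15 log2 fold change moved nothing. With the mean over the conditions where called, the medians of the fold change classes were 1.23 (1.48) for positive genes called in both genotypes, 1.64 (1.92) for negative ones and 1.22 (1.32) for negative genes called in BBA only. With raw read counts in place of counts per kilobase, the Stat5b share was 72.2% (77.0%) in Tnv, 71.3% (76.2%) in Tcm and 72.9% (77.6%) in Tem without cytokine, 69.3% (74.4%) in Tcm with IL-7, and 77.7% (81.8%) in Tnv, 69.0% (74.1%) in Tcm and 76.2% (80.5%) in Tem with IL-15. These are lower because the merged exons of Stat5a, taken over all annotated transcripts, are longer.

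The replicate number as a block was tried for all comparisons but CA-STAT5A, where 1 control library has no number. AAB DEG changed to 87 (16) in Tnv without cytokine, 133 (26) in Tnv with IL-7, 287 (72) in Tnv with IL-15, 67 (4) in Tcm without cytokine, 702 (427) in Tcm with IL-15, 195 (2) in Tem without cytokine and 129 (2) in Tem with IL-15. BBA DEG changed to 474 (268) in Tnv without cytokine, 609 (273) in Tnv with IL-7, 335 (28) in Tcm without cytokine, 204 (312) in Tcm with IL-7, 355 (21) in Tem without cytokine and 1455 (179) in Tem with IL-15. In CD4+ cells DEG changed to 117 (36) for AAB without cytokine, 204 (115) for BBA without cytokine and 116 (58) for AAB with IL-7. Interaction calls changed to 1 (2) for IL-7, Tcm minus Tnv and 339 (20) for IL-15, Tcm minus Tnv. WT cytokine responses changed to 562 (157) in Tem with IL-15. Over all 8 conditions there were 62 (13) positive in AAB only, 448 (259) positive in both genotypes, 66 (32) negative in AAB only, 515 (175) negative in both, 1246 (616) called for AAB over BBA, 716 (399) called in BBA only and for AAB over BBA and 128 (45) in AAB only in either direction. Shared BBA DEG changed to 237 (86) by IL-7 and IL-15 in Tnv, 78 (47) by Tnv and Tcm with IL-7, 46 (15) by both cytokines and both states and 308 (170) by CD4+ and CD8+ naive cells with IL-7. Signature counts were 148 (61) in its Tnv part, 80 (130) in the Tcm set before ranking, 176 (106) in the whole signature and 91 (58) of it positive in CD4+ cells. The cause was not tested. By the correlations given with the processing, the numbers pair the libraries in CD4+ cells and in the CD8+ conditions other than Tcm with IL-7, so the values for Tcm with IL-7 rest on a block without that ground. They do not pair cultures with IL-7 with the others, so the interactions were also fitted, after seeing the data, with a replicate block within each condition. That gave 179 (108) for Tnv, IL-15 minus IL-7, 20 (13) for Tcm, IL-15 minus IL-7, and 284 (20) for IL-15, Tcm minus Tnv. Among the log2 fold changes of named genes that were followed, the block changed 1 call, the interaction of Socs1 in Tnv (log2 difference 1.41). That call was lost when 1 block spanned both cultures and not with a block within each.

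When 1 library was left out at a time, calls were by choice read only where each group kept 2 libraries. No calls are therefore given for the CD8+ and retrovirus comparisons. In CD4+ cells without cytokine, AAB DEG ranged from 15 without WT replicate 1 to 50 without WT replicate 3 across 3 fits (36 with all), with 19 without WT replicate 2, and BBA DEG from 59 without WT replicate 2 to 114 without WT replicate 3 (115), with 70 without WT replicate 1. With IL-7, AAB DEG ranged from 27 without WT replicate 1 to 57 without WT replicate 3 (58), with 29 without WT replicate 2, and BBA DEG from 367 without WT replicate 1 to 569 without BBA replicate 2 across 6 fits (522). The Stat5b share cannot move by more than its SD when 1 of 2 or 3 libraries is left out, so these fits do not test it. Its widest range was in Tnv with IL-7, from 79.9% without WT replicate 2 to 91.3% without WT replicate 1.

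A sex term in Tcm with IL-7 left 0 DEG in AAB (6) and 0 in BBA (312), with 604 and 1766 genes at an unadjusted p under 0.05, and it takes up 1 of the few degrees of freedom of 6 libraries. The limit from silent gene families moved no count.

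Of the other values, 423 stayed the same, 30 moved (29 counts of genes shared in the same direction, and the log2 fold change of Stat5a in Tcm with IL-15 in AAB, 4.88 without WT replicate 2), 34 lost their call and 1 gained it. The 423 include log2 fold changes with 1 of 2 CD8+ or retrovirus libraries left out. These were held against the spread between the same libraries, which they can hardly exceed, so they test little. Of the lost calls, 24 were under Bonferroni adjustment, 6 with more than 2-fold, 3 in one fit over all libraries (Bcl2 in Tcm with IL-15 in AAB at 0.69, Myc there for AAB over BBA at 1.00, and Bhlhe40 there in BBA at 0.83) and 1 with the block. The gained call was Bcl2 in Tnv with IL-15 in AAB under DESeq2, at 0.73. The precision of each condition limits its count. In simulated data with 200 genes changed by 2-fold or more, 65.0% of them were recovered in Tcm with IL-7 and 90.5% in Tcm with IL-15. False calls numbered 10 and 14. Part of the difference in DEG between these conditions may thus come from their spread. One fit over all libraries gave 2128 and 2187 BBA DEG.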

Differences from the paper's values

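Of 37 values that the paper states or shows and that were also computed, 30 lay within the limits set for a difference and 7 did not. The alternatives named here were set before the data were examined.

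With IL-7, 273 BBA DEG were called in Tnv against the paper's 172. With more than 2-fold, 172 genes were called. None of the other alternatives closed the gap, with 277 under filterByExpr, 1001 with no filter on low counts, 273 with DESeq2 size factors, 607 with DESeq2, 298 with the edgeR 4 quasi-likelihood, 632 in one fit over all libraries, 609 with a replicate block and 9 with Bonferroni adjustment.

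Of these DEG, 47 were shared by Tnv and Tcm with IL-7 against the paper's 29. With more than 2-fold there were 27. The others gave 58 under filterByExpr, 505 with no filter, 48 with DESeq2 size factors, 235 with DESeq2, 56 with the edgeR 4 quasi-likelihood, 307 in one fit over all libraries, 78 with a replicate block and 0 with Bonferroni adjustment.

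Among genes shared by IL-7 and IL-15, 15 were common to Tnv and Tcm against the paper's 9, and none of the alternatives closed the gap. They gave 34 under filterByExpr, 274 with no filter, 19 with DESeq2 size factors, 102 with DESeq2, 21 with the edgeR 4 quasi-likelihood, 140 in one fit over all libraries, 46 with a replicate block, 0 with Bonferroni adjustment and 5 with more than 2-fold.

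In the positive direction, 61 DEG were shared by IL-7 and IL-15 in Tnv against the paper's 38. With more than 2-fold there were 28, within the limits. The others gave 110 under filterByExpr, 319 with no filter, 63 with DESeq2 size factors, 134 with DESeq2, 69 with the edgeR 4 quasi-likelihood, 158 in one fit over all libraries, 148 with a replicate block and 1 with Bonferroni adjustment.

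Without cytokine, 268 BBA DEG were called in Tnv against the paper's about 90 in Fig. 4B, read by eye. One fit over all libraries gave 112 and more than 2-fold 135, both within the limits. The others gave 298 under filterByExpr, 723 with no filter, 268 with DESeq2 size factors, 375 with DESeq2, 282 with the edgeR 4 quasi-likelihood, 474 with a replicate block and 22 with Bonferroni adjustment.

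In naive CD4+ T cells without cytokine, 115 BBA DEG were called against the paper's about 71 in Fig. 7B, read by eye. One fit over all libraries gave 89, more than 2-fold 84, and the fits without WT replicate 1 and without WT replicate 2 gave 70 and 59, all within the limits. The others gave 131 under filterByExpr, 501 with no filter, 114 with DESeq2 size factors, 221 with DESeq2, 117 with the edgeR 4 quasi-likelihood, 204 with a replicate block, 16 with Bonferroni adjustment and 114 without WT replicate 3.

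With CA-STAT5A, 229 genes were called as higher than with empty vector against the paper's about 150 in Fig. 6A, read by eye. With more than 2-fold there were 128, within the limits. The others gave 273 under filterByExpr, 521 with no filter, 230 with DESeq2 size factors, 314 with DESeq2, 237 with the edgeR 4 quasi-likelihood and 5 with Bonferroni adjustment.

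The paper lists Bcl2 and Myc among genes called only in STAT5B-deficient cells. In Tcm with IL-15 both were also called in AAB, at log2 fold changes of 0.64 and 1.37. Bcl2 was not called there with more than 2-fold, with Bonferroni adjustment or in one fit over all libraries, and Myc was not called with Bonferroni adjustment. The paper describes IL-15 as mobilizing close to an order of magnitude more DEG than IL-7 in either state. BBA DEG numbered 923 with IL-15 and 273 with IL-7 in Tnv, and 2334 and 312 in Tcm. Under filterByExpr they were 3730 and 277 in Tnv and 5404 and 451 in Tcm, past that ratio in both states. With a replicate block they were 2532 and 204 in Tcm, although the numbers do not pair the libraries of Tcm with IL-7. Bonferroni adjustment gave 137 and 3 there, and both alternatives were past that ratio in Tcm only. The fit over all libraries went the other way, with a smaller ratio in both states and nearly equal counts in Tcm. No filter on low counts gave a smaller ratio in Tcm and a larger one in Tnv. The paper gives a lower share of Stat5b in Stat5 mRNA than the 73.3% to 91.3% of the CD8+ WT libraries. It used length-normalized values, and its text does not give the lengths. The length of the merged exons used here may cause this difference, which was not tested. With raw read counts the shares of Tcm with IL-15 and with IL-7 were 69.0% and 69.3%, which reach the paper's range. The filter left fewer genes than the paper's methods give, 9488 to 10354 in the fits of single conditions and of CA-STAT5A. The fits of interactions and of WT responses held up to 10768. By contrast, filterByExpr kept 11325 to 16527, which spans the paper's range.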

Other observations

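Of the tests in this part, those of strain variants near the Stat5 genes and of other splits of the CD4+ libraries were set out before their result was seen, and the others were chosen after it.

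In 3 WT libraries Stat5a stood at about the level of a single allele. They were singled out by this level, among the 22 WT libraries of both lineages. Stat5a was at 39.1 CPM, or 47.7% of the other WT libraries, in replicate 3 of CD4+ cells without cytokine, at 34.1 CPM (56.5%) in replicate 3 of CD4+ cells with IL-7 and at 32.2 CPM (45.8%) in replicate 2 of CD8+ Tnv with IL-7. Stat5b was at 100.3%, 117% and 121% of the others, and the genes beside Stat5a had medians of 97.7%, 103% and 103%. A mouse with 1 functional Stat5a allele would give such values, and this remains a candidate explanation, while a shift of the whole region or of both Stat5 genes is argued against. Without these libraries AAB calls in CD4+ cells numbered 50 without cytokine and 57 with IL-7.

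Near the Stat5 genes, within 10 Mb on chromosome 11, 17 of 214 tested genes (7.94%) were called in AAB in any condition, while 441 of 10752 others (4.10%) were, an odds ratio of 2.02 (Fisher's exact test, two-sided, adjusted p = 0.0276 over 2 tests). In BBA 59 of the 214 (27.6%) and 2689 of the others (25.0%) were called, an odds ratio of 1.14 (adjusted p = 0.382). Variants of another strain that travel with the targeted Stat5a allele could raise the first share, and so could targets of STAT5A that lie in this region by chance. These cannot be told apart, because no sequence variants are in a table of counts. The targeted genes are not counted among the calls.

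In Tcm with IL-7 both WT libraries are male (Xist at 2.42 CPM or less), while replicate 1 of AAB and of BBA is female (759 to 851 CPM). Sex alone does not explain why BBA gave 312 DEG there, since AAB has the same imbalance and gave 6. With a sex term neither genotype gave any DEG (0 and 0, with 604 and 1766 genes at an unadjusted p under 0.05), so that sex may still contribute to single calls. Sex also changes with the culture in Tnv, where the WT libraries with IL-7 are male and the others female, and in Tcm in the same way, so that the 1999 genes of the WT response to IL-7 in Tnv and the 41 in Tcm cannot be told apart from sex and cohort.

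Genes called in BBA only had the same sign of effect in AAB in 97.5% of 3846 calls. Simulated shared WT libraries gave 61.3% (61.1% to 62.2% over 12 draws) when AAB was simulated as unchanged, with a median of 6636 such calls. With as many calls per condition as observed, lowest p first, the share was 59.9% (58.8% to 61.3%). Chance values of shared WT libraries are thus not the whole cause in this model. Systematic departures of the real WT libraries were not simulated, so their part stays open. With one common ratio of AAB to BBA effects in each condition the simulated share was 98.0%, over a median of 5392.5 calls, and 98.3% with at most as many calls per condition as observed. That model also gives genes called in both genotypes the larger fold changes, with a difference between the class medians of 0.72 (0.64 to 0.76) in the positive direction, where 0.63 was observed. A common ratio together with the calling threshold may thus be enough for the higher fold changes of genes called in both genotypes. It does not describe everything, since it gave a difference of 1.25 in the negative direction (observed 0.60), and 428.5 positive and 575.5 negative AAB calls (observed 272 and 207).

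Genes of families that are silent in T cells (1598 olfactory, vomeronasal and taste receptor, keratin-associated and defensin genes) were among the negative BBA calls with IL-15, 4 of the 6 tested in Tnv and 5 of the 7 tested in Tcm. Their summed level in Tcm with IL-15 was 1049 ± 72.5 CPM (SD, n = 2) in BBA and 363 ± 117 (SD, n = 2) in WT. It was not limited to IL-15, with 963 ± 71.6 (SD, n = 2) in BBA and 291 ± 118 (SD, n = 2) in WT in Tcm with IL-7 and 895 ± 290.5 (SD, n = 2) and 370 ± 73.5 (SD, n = 2) in Tem without cytokine, where 1 of 5 and 0 of 7 tested genes were negative calls. In Tnv with IL-7 BBA was lower, at 340 ± 68.2 (SD, n = 2) against 432 ± 12.6 (SD, n = 2), and in Tem with IL-15 1 WT library reached 1804 CPM. The rise was not limited to the tested genes. The 1591 genes of these families that were not tested in Tcm with IL-15 summed to 204 and 212 CPM in BBA, 137 and 49.5 in AAB and 61.1 and 13.3 in WT, with 52.8% and 62.7% of them detected in BBA and 32.6% and 6.54% in WT. In Tnv with IL-15 the 1592 untested genes summed to 492 and 171 CPM in BBA, 109 and 195 in AAB and 39.4 and 73.4 in WT. Genomic DNA in the BBA libraries would give such a rise, and so would RNA of the same regions, and these cannot be told apart because counts on genes do not separate DNA from RNA. For unspliced RNA of surrounding genes, overlap with other genes was compared between negative and positive calls. In Tcm 17.5% of 1111 negative and 19.5% of 1126 positive calls overlapped another gene. In Tnv it was 17.1% of 636 and 15.4% of 241. Neither difference was significant (odds ratio 0.871 in Tcm and 1.14 in Tnv, Fisher's exact test, two-sided, adjusted p = 0.422 and 0.612). Only 5 of the 1159 negative calls in Tcm are genes of these families, so unspliced RNA stays open as well. When only genes above the level of these families were used, a weak test because it removed few tested genes, BBA gave 2237 DEG in Tcm and 869 in Tnv with IL-15. No biological explanation was tested.

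In CD4+ Tnv cells with IL-7, 1 of the 10 splits of the 6 WT and BBA libraries, the real one, gave as many DEG as the 522 observed. The other 9 gave 0 to 6. Among the splits that part 3 pairs of replicate numbers, as the real one does, the other 3 gave 0, 6 and 0. A design of 3 against 3 libraries cannot give fewer than 1 of 10.

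Interferon-induced genes (28 usable genes of a list of 31, chosen after a first look at both tables, with genes called in any interaction left out) were higher in BBA than in WT with IL-7. The median log2 fold change of WT over BBA was −0.74 in CD8+ Tnv and −0.78 in CD4+ Tnv, with 21 of 23 tested genes higher in BBA in each, and it was −0.08 in CD8+ Tnv with IL-15. The pattern was first noticed in the CD8+ table, and the median in CD4+ cells argues against a choice of genes from that table as its cause, although the CD4+ medians had also been seen when the list was fixed. A rise already present without cytokine cannot be told apart, because the CD4+ BBA libraries with IL-7 stood 0.62, 1.10 and 0.42 above WT and those without cytokine 0.37 and 0.27. Sex is excluded as the cause in naive cells, since all 6 CD8+ and all 8 CD4+ libraries with IL-7 are male and each BBA library stood at least 0.42 above WT, while no WT library exceeded 0.06. In Tcm with IL-7 it cannot be told apart, since the only female BBA library stood at 0.016 and the male one at 0.67, with the WT libraries 0.35 from their mean. AAB libraries without cytokine showed the same direction, with medians of −0.51 in Tnv, −0.47 in Tcm and −0.47 in Tem, and the opposite one in Tcm with IL-7 (0.47). A difference in interferon exposure between cohorts of mice may underlie these values.

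Gm5779, a transcribed processed pseudogene on chromosome 10 of GRCm38 (75344472 to 75353033), was nearly absent from some libraries and not from others of the same group. It stood at 0.168 and 0.189 CPM (2 counts each) in WT Tnv with IL-7, and at 37.7 to 155.7 CPM in the other CD8+ WT libraries. In CD4+ WT cells it stood at 56.1, 60.3 and 0.294 CPM without cytokine and at 0, 50.5 and 0 with IL-7, in CD4+ BBA cells without cytokine at 0.109 and 53.7, with CA-STAT5A at 0.863 and 0.369 and with empty vector at 39.8 and 27.5.

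The 2 CD4+ libraries whose labels contradict each other on the cytokine, and which entered no comparison, hold 13485027 and 10713517 counts on genes. The one titled AAB had Stat5a at 1.91 and Stat5b at 149 CPM, and the one titled BBA 45.9 and 103.

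Marker lists of other cell types were read in each table, counting genes with a median above 10 CPM. Of 10 B cell genes, 8 passed in the CD8+ table (highest median Cd74 at 138 CPM), 1 in the CD4+ table (Cd74, 16.8) and 8 in the retrovirus table (Cd74, 222). Of 8 myeloid genes 2, 1 and 6 passed, with Cst3 at 45.6 and 26.5 and Itgam at 714. Of 7 erythroid genes, 6 genes of globins are listed at 0 in each library of all 3 tables, so that this list rests on Alas2 alone, which reached at most 5.80, 1.75 and 9.31 CPM. Of 4 NK cell genes 0, 0 and 2 passed, of 6 added after seeing the values 2, 0 and 6, and of 7 T cell genes added then 7, 7 and 4. Of the 2 genes of the CD4 lineage 0, 2 and 2 passed (Zbtb7b at 137 with retrovirus), and of the 2 of the CD8 lineage 2, 1 and 0 (Cd8b1 at 17.2 in CD4+). Of 5 sex genes 1, 4 and 5 passed, of 6 genes of cell state 6, 4 and 6, and of 6 of proliferation 4, 1 and 5, with Mcm5 at 58.7 and Mki67 at 218.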
